# Application of ionizing radiation as an elicitor to enhance the growth and metabolic activities in *Chlamydomonas reinhardtii*

**DOI:** 10.3389/fpls.2023.1087070

**Published:** 2023-02-20

**Authors:** Jin-Hong Kim, Shubham Kumar Dubey, Kwon Hwangbo, Byung Yeoup Chung, Seung Sik Lee, Sungbeom Lee

**Keywords:** *Chlamydomonas*, ionizing radiation, elicitor, growth stimulation, DNA damage response, reactive oxygen species, stress memory

## Abstract

*Chlamydomonas reinhardtii* is a eukaryotic, unicellular photosynthetic organism and a potential algal platform for producing biomass and recombinant proteins for industrial use. Ionizing radiation is a potent genotoxic and mutagenic agent used for algal mutation breeding that induces various DNA damage and repair responses. In this study, however, we explored the counterintuitive bioeffects of ionizing radiation, such as X- and γ-rays, and its potential as an elicitor to facilitate batch or fed-batch cultivation of *Chlamydomonas* cells. A certain dose range of X- and γ-rays was shown to stimulate the growth and metabolite production of *Chlamydomonas* cells. X- or γ-irradiation with relatively low doses below 10 Gy substantially increased chlorophyll, protein, starch, and lipid content as well as growth and photosynthetic activity in *Chlamydomonas* cells without inducing apoptotic cell death. Transcriptome analysis demonstrated the radiation-induced changes in DNA damage response (DDR) and various metabolic pathways with the dose-dependent expression of some DDR genes, such as *CrRPA30*, *CrFEN1*, *CrKU*, *CrRAD51*, *CrOASTL2*, *CrGST2*, and *CrRPA70A*. However, the overall transcriptomic changes were not causally associated with growth stimulation and/or enhanced metabolic activities. Nevertheless, the radiation-induced growth stimulation was strongly enhanced by repetitive X-irradiation and/or subsequent cultivation with an inorganic carbon source, i.e., NaHCO_3_, but was significantly inhibited by treatment of ascorbic acid, a scavenger of reactive oxygen species (ROS). The optimal dose range of X-irradiation for growth stimulation differed by genotype and radiation sensitivity. Here, we suggest that ionizing radiation within a certain dose range determined by genotype-dependent radiation sensitivity could induce growth stimulation and enhance metabolic activities, including photosynthesis, chlorophyll, protein, starch, and lipid synthesis in *Chlamydomonas* cells *via* ROS signaling. The counterintuitive benefits of a genotoxic and abiotic stress factor, i.e., ionizing radiation, in a unicellular algal organism, i.e., *Chlamydomonas*, may be explained by epigenetic stress memory or priming effects associated with ROS-mediated metabolic remodeling.

## Introduction

The eukaryotic unicellular green alga *Chlamydomonas reinhardtii* has been studied as a model organism to understand the photosynthesis, physiology, and genetics of both plants and algae (Harris, 2001; Merchant et al., 2007; Sasso et al., 2018). Due to the cumulative studies, *Chlamydomonas reinhardtii* has been most frequently proposed as a potential algal platform to produce biofuels, recombinant proteins, pharmaceuticals, and bio-products for industrial, medical, and nutritional uses (Rasala and Mayfield, 2015; Scranton et al., 2015; Yan et al., 2016; Charoonnart et al., 2019; Vishwakarma and Vavilala, 2019). In addition, facile transformation systems, low production costs, and the ability to secrete proteins are potential advantages of using *Chlamydomonas* as a single-celled recombinant protein production platform (Kumar et al., 2013; Rasala and Mayfield, 2015; Doron et al., 2016; Ma et al., 2022).

*Chlamydomonas* is commercially cultivated under batch/fed-batch/continuous and phototrophic/heterotrophic/mixotrophic growth conditions optimized for producing target metabolites such as starch, lipids, or recombinant proteins. Many studies have focused on strategies to enable the efficient cultivation of *Chlamydomonas* for various target metabolites. *Chlamydomonas*’s cell cycle and growth rate are associated with biomass yield and are determined by light intensity rather than light quality (Vítová et al., 2011; Kliphuis et al., 2012; Bialevich et al., 2022). Nutrient deficiencies, such as nitrogen, phosphorus, and sulfur deficiency, substantially alter the metabolic profiles of *Chlamydomonas* involved in the metabolism of lipids, amino acids, and external substances, causing cell growth inhibition and fatty acid accumulation in *Chlamydomonas* (Cakmak et al., 2012; Park et al., 2015; Yang et al., 2018). The photosynthetically assimilated carbon in *Chlamydomonas* is partly redirected from a pool of starch to neutral lipid synthesis (Li et al., 2010). Therefore, the relative proportions of starch and lipids can be modulated in a reverse relationship by altering the dynamic metabolic carbon flow (Sato and Toyoshima, 2021). In contrast, novel mixotrophic fed-batch cultivation, including systematic feeding of acetic acid and nutrients, is considered a commercially viable strategy applicable to high-density *Chlamydomonas* cultures, increasing biomass density, productivity, and the total amount of recombinant proteins (Fields et al., 2018). Genes related to DNA repair, signal transduction, and metabolite transport may contribute to the increased growth and biomass yield of *Chlamydomonas* cells, as suggested by a spaceflight production system using breathable plastic tissue culture bags (Zhang et al., 2020). In addition, two chemical compounds, WD10784 and WD30030, are synthetic inducers to increase lipid synthesis and storage in *Chlamydomonas* cells without restricting growth or biomass yield (Wase et al., 2019). Using an appropriate elicitor and optimizing light intensity/quality and various nutrients may be a core strategy to overcome adverse cultivation issues and to increase growth rates, biomass yield, and production of starch, lipids, or recombinant proteins, in algal platforms (Fan et al., 2014; Fan and Zheng, 2017; Li et al., 2020).

Ionizing radiation, such as X- and γ-rays, induces various DNA damage responses in plants as a potent genotoxic and mutagen (Kim et al., 2019). Therefore, γ-irradiation has been used to generate a mutant strain of *Chlamydomonas reinhardtii* with enhanced starch and lipid production (Baek et al., 2016; Koo et al., 2017b). Gamma irradiation at a dose of 80 Gy causes approximately 50% death and 20% nuclear degradation in *Chlamydomonas* cells, with the transcriptional enhancement of many conserved DNA damage response (DDR) genes such as *RAD51A*, *RPA70A*, *LIG1*, and *KU70* (Koo et al., 2017a; Jung et al., 2021). Upon exposure to γ-rays, *Chlamydomonas* cells display a dose-dependent change in chlorophyll fluorescence parameters for photosynthetic activity as well as a dose-dependent increase in the formation of reactive oxygen species (ROS) (Gomes et al., 2017). When irradiated with γ-rays of 1 kGy, another green alga, *Chlorella sorokiniana*, exhibited a substantial decrease in growth, chlorophyll content, and photosynthetic efficiency but a significant increase in the accumulation of neutral lipid triacylglycerol (Singh et al., 2022). These results could be associated with the transcriptional modulation of photosynthesis- and fatty acid biosynthesis-related genes, as well as the accumulation of ROS.

Recently, our preliminary experiments revealed that ionizing radiation below 10 Gy could have a stimulatory rather than inhibitory effect on the growth of *Chlamydomonas* cells, as previously reported in red pepper (*Capsicum annuum* L.) plants (Kim et al., 2005). This distinctive radiation dose-growth response cannot exclude the possibility that relatively low doses of ionizing radiation are still able to cause mutations in genomes and/or unknown detrimental alterations in cellular metabolism, as has been shown in animal models (Tang et al., 2017). However, when a certain dose range of toxicity or stress factors causes no critical functional damage to cellular metabolism, it contributes to the fitness and sustainable metabolic activities of cells by providing short- or long-term stress memory (priming) through chromatin remodeling and epigenetic regulation (Kim, 2021). Therefore, ionizing radiation may function as a stress memory or priming agent, as well as a damaging agent through ROS accumulation and oxidative stress responses (Gomes et al., 2017; Singh et al., 2022).

In this study, we investigated the counterintuitive dose-response of ionizing radiation such as X- and γ-rays and its potential as an elicitor to facilitate batch or fed-batch cultivation of *Chlamydomonas* cells. The dose-dependent effects of X- and γ-irradiation on *Chlamydomonas* cells were analyzed and evaluated in terms of growth and survival rates, apoptotic cell death, transcriptomic changes, photosynthetic activity, and chlorophyll/protein/starch/lipid content. A certain dose range of X- and γ-rays was shown to stimulate the growth and metabolite production of *Chlamydomonas* cells. We believe this study is the first example of applying a certain dose range of ionizing radiation as an elicitor to facilitate *Chlamydomonas* cultivation.

## Materials and methods

### Algal strain and cultural conditions

The unicellular green alga *C. reinhardtii* strain CC-125 cells (1.5 × 10^6^) were cultured in 50 mL liquid tris-acetate-phosphate (TAP) media in 250 mL flasks (Harris, 1989) by shaking at 25°C and 140 rpm under constant white light of 90–100 μmol photons m^−2^ s^−1^. In addition to the wild type (WT), two transgenic *C. reinhardtii* lines (*AtTHI-OE1* and *AtTHI-OE2*) harboring the *Arabidopsis thaliana Thionin 2.1* gene, which encodes antibacterial peptides, thionins, were used to investigate genotype-dependent radiation-sensitivity. Cells were harvested at 800 × *g*, dispensed, and subjected to X- or γ-irradiation as described below. The subsequent post-irradiation cultivations of the cells were performed in 10 mL fresh TAP media in 50 mL conical tubes, with an initial optical density of 0.05 at 750 nm for mock (or control) under the same culture conditions. The basal TAP medium was supplemented with 5 or 10 mM NaHCO_3_ to evaluate the synergistic effect of X-rays and sodium bicarbonate on cell growth.

### X- or γ-irradiation

Mid-exponential phase *C*. *reinhardtii* cells with an approximate optical density of 0.6 OD_750_ were harvested from 10 mL cultures in 50 mL conical tubes, resuspended in 1.8 mL of TAP medium, and dispensed into three 1.5 mL microcentrifuge tubes. Samples were subjected to X-irradiation of 3, 6, 12, or 18 Gy for 11.1, 22.2, 44.4, or 66.6 min at 160 kV and 1 mA, or 25, 50, or 100 Gy for 4.05, 8.1, or 16.2 min at 160 kV and 10 mA using a cabinet type X-ray machine (CP-160, Faxitron X-ray LLC, Lincolnshire, IL, USA). In addition, X-irradiation was repeated two or three times at 2-day intervals. For γ-irradiation, the mid-exponential phase *C*. *reinhardtii* cells from 50 mL cultures in 250 mL flasks were equally dispensed into two 50 mL conical tubes without concentrating and exposed to γ-rays of 3, 6, 12, 25, 50, or 100 Gy for 1 h, which were generated from a 3 kCi ^60^Co source at the Advanced Radiation Technology Institute (Jeollabuk-do, Korea). The absorbed radiation dose for each sample was determined using a 5 mm-diameter alanine dosimeter (Bruker Instruments, Rheinstetten, Germany), as described previously (Song et al., 2016).

### Measurement of cell growth and survival rate

Cell density was used to represent the relative growth of the mock (or control) and irradiated cells. The cell densities of *C*. *reinhardtii* cultures in liquid TAP media were obtained by measuring the OD_750_ at 2 days or consecutively for 5 days after each X- or γ-irradiation. For the survival rate, the mock and X-irradiated cells (1 × 10^3^–1 × 10^4^ cells) were spread on solid TAP medium plates and incubated at 25°C for 7 days under constant white light of approximately 90–100 μmol photons m^−2^ s^−1^. After incubation, visible colonies were counted and used to calculate the relative survival rates of mock and irradiated cells.

### Transcriptome analysis by RNA-seq

For RNA isolation, the harvested and frozen cells (1 × 10^8^) were resuspended in 1 mL of TRIzol reagent (Invitrogen, CA, United States), vortexed for 10 min, incubated for 5 min at 25°C, and centrifuged for 10 min at 4°C and 12,000 × *g*. The supernatant was mixed with 250 µL of chloroform (Sigma-Aldrich, MO, United States) by vortexing for 2 min, combined with an equal volume of phenol-chloroform (1:1 v/v; Sigma-Aldrich, MO, United States) after centrifugation, mixed by vortexing for 2 min, and centrifuged again. It was finally mixed with an equal volume of isopropanol, incubated for 45 min at 4°C, and centrifuged for 20 min at 4°C and 12,000 × *g*. The resultant RNA pellet was washed twice with 800 µL 75%(v/v) ethanol, dissolved in DEPC-treated water, and used for RNA-Seq and quantitative RT-PCR analyses.

For RNA-Seq, three biological replicates from different batches were prepared for transcriptome analysis. Total RNA was quantified using the Invitrogen Quant-IT™ RiboGreen™ RNA Assay Kit, and its integrity was assessed on the Agilent TapeStation system (Agilent Technologies, Santa Clara, CA, USA) using the RNA ScreenTape. RNA-Seq paired-end libraries were prepared using the Illumina TruSeq Stranded Total RNA Library Prep Plant Kit (Illumina, San Diego, CA, USA). The libraries were quantified using the KAPA Library Quantification Kit (Kapa Biosystems, Wilmington, MA, USA) and qualified using the Agilent TapeStation system with the D1000 ScreenTape. Sequencing of paired-end libraries was performed using the Illumina NovaSeq 6000 System (Illumina, Inc., San Diego, CA, USA).

The quality of the raw reads (FASTQ) was evaluated using the FastQC v0.11.5, and ‘dirty’ reads were removed using the Trimmomatic v0.36 to decrease data noise before downstream analysis. Briefly, the reads were subjected to the standard quality control (QC) criteria for trimming and cleaning as follows: (1) reads that aligned to primers and/or adaptors, (2) reads with over 50% low-quality bases (quality value ≤ 5) in one read, and (3) reads with over 10% unknown bases (N bases). After filtering, the remaining ‘clean’ reads were stored in FASTQ format. All high-quality clean reads were then mapped to the NCBI *Chlamydomonas reinhardtii* v5.5 or the Phytozome *Chlamydomonas reinhardtii* v6.1 reference genome using HISAT2 v2.2.1 (Kim et al., 2015a) to generate a BAM file. The BAM files were sorted and indexed with Samtools, and the number of reads matching each gene in the *Chlamydomonas reinhardtii* genome was counted using HTSeq-count v0.11.3.

Differentially expressed genes (DEGs) were identified using the read count data. Briefly, the read count data were filtered [read count < 1 (3 of 3)], and the count per million (CPM) was normalized using EdgeR software. Finally, the read count of each gene in every sample was normalized with that of the mock sample to calculate the fold change in gene expression between mock and test samples. Log_2_-transformed fold-change values > 1 were considered differentially expressed between the mock and test samples. Functional enrichment analysis of DEGs for Gene Ontology (GO) and KEGG pathway were conducted using the Gene Ontology Database and DAVID, respectively (Huang et al., 2009). The DEGs for this analysis were obtained using the Phytozome *Chlamydomonas reinhardtii* v6.1 reference genome.

### Gene expression analysis by quantitative reverse transcription-PCR

For quantitative RT-PCR, RNA isolation was performed as described in RNA-Seq analysis. cDNA was synthesized from 1 μg of each RNA sample using oligo(dT) primers and the LaboPass™ cDNA Synthesis Kit (Cosmo Genetech, Seoul, Korea). Subsequent quantitative PCR (qPCR) amplification cycle conditions were 95°C for 30 s, followed by 40 cycles of 95°C for 10 s, 57°C for 10 s, and 72°C for 1 min using the CFX Connect™ Real-Time PCR Detection System (Bio-Rad Laboratories, Hercules, CA, USA) with the iTaq Universal SYBR^®^ Green Supermix (Bio-Rad Laboratories) and gene-specific primers (**Supplementary Table 1**). The relative expression level of each gene was calculated between mock and X- or γ-irradiated samples using the comparative C_T_ method (Liu and Saint, 2002). The expression data of the three biological replicates were normalized to that of the endogenous reference gene *CrTUBA1*.

### Apoptotic cell death assay by staining with Annexin V and 7-Aminoactinomycin D

The quantitative analysis of apoptotic and necrotic dead cells was conducted using the flow cytometer Muse ™ Cell Analyzer (Merck Millipore, Billerica, MA, USA) and the Muse™ Annexin V and Dead Cell Assay Kit (MCH100105; Merck Millipore) according to the manufacturer’s instructions. The mock and irradiated *C*. *reinhardtii* cells were harvested at 6, 24, and 48 h after X-irradiation, washed twice with Dulbecco’s PBS, stained with Muse™ Annexin V and Dead Cell Reagent at a final concentration of 5 × 10^6^ cells mL ^−1^, and finally subjected to the apoptotic cell death assay using 5,000 cells for each sample. Apoptotic cell death was expressed as the proportion of living, early/late apoptotic, and dead cells, which were determined using Muse™ Cell Analyzer software (Muse 1.1.2; Merck Millipore).

### Photosynthesis assay

Chlorophyll fluorescence in *C*. *reinhardtii* cells was measured and analyzed in a 96-well plate using the IMAGING-PAM chlorophyll fluorometer (WALZ, Effeltrich, Germany) as described previously (Kim et al., 2009) to evaluate photosynthetic activity. The cells (1 × 10^8^) were harvested 48 h after the third repetitive X-irradiation, and chlorophyll fluorescence was measured. Readings were taken from the wells after a 96-well black plate containing cell cultures was dark-incubated for 15 min at 25°C. Chlorophyll fluorescence parameters Fv/Fm, ETR, qP, and NPQ were calculated as described by Kim et al. (2005) and were used as representative parameters for photosynthetic activity. The maximum electron transport rate, ETRmax, was obtained from the relative ETR *vs*. PPFD curve, as reported previously (Bischof et al., 2000).

### Determination of chlorophyll and protein content

Chlorophyll and protein contents were determined using the methods described by Kim et al. (2009) with modifications for *C*. *reinhardtii* cells. Cells (1 × 10^8^) were harvested 48 h after the second repetitive X-irradiation. The cells were subjected to vigorous vortexing in 500 μL of 100% (v/v) ice-cold acetone for chlorophyll extraction, and cell debris was removed by centrifugation at 4°C and 21,000 × *g* for 5 min. Chlorophyll concentration was calculated using the equations of Lichtenthaler (1987) as follows: chlorophyll *a* = 11.24 × A_661.6_ − 2.04 × A_644.8_; chlorophyll *b* = 21.13 × A_644.8_ − 4.19 × A_661.6_; and total chlorophyll = 18.09 × A_644.8_ + 7.05 × A_661.6_.

For protein extraction, the harvested cells (1 × 10^8^) were resuspended and shaken in 300 μL of lysis buffer containing 60 mM DTT, 60 mM Na_2_CO_3_, 2% (w/v) SDS, and 12% (w/v) sucrose for 20 min at 25°C (Ferrante et al., 2011). The protein extracts were obtained by centrifugation at 4°C and 10,000 × *g* for 1 min and mixed with five volumes of 100% (v/v) ice-cold acetone. The mixture was kept at −20°C for 2 h to facilitate protein precipitation and centrifuged at 4°C and 5,000 × *g* for 15 min. The protein pellets were washed twice with 100% (v/v) ice-cold acetone and kept in a fume hood for the complete drying of acetone. The dried protein pellets were dissolved in distilled water and used to determine the protein concentration according to the manual of the Bio-Rad Protein Assay Kit (Bio-Rad Laboratories, Hercules, CA, USA), using the method of Bradford (1976).

### Determination of starch and lipid content

Starch and lipid contents were determined using the methods of Xiao et al. (2006) and Tran et al. (2019) with some modifications. Mock and X-irradiated cells were harvested 48 h after the second repetitive X-irradiation. All experiments were performed in triplicate. The cells were incubated with 100 µL of iodine reagent (5 mM I_2_ and 5 mM KI) at a ratio of 1:1 (v/v) in a 96-well plate to determine starch content. Following color development, the absorbance of the iodine-treated samples was measured at 580 nm. The relative starch content of the mock and X-irradiated samples was calculated from the absorbance before and after normalization against OD_750_.

Neutral lipid content was quantified using a fluorescence-based microplate assay after staining mock and X-irradiated cells with Nile Red. The cells were incubated with 100 µL Nile Red (a stock solution of 2 µg mL^-1^) at a ratio of 1:1 (v/v) in a 96-well plate for 30 min in the dark at 25°C. Nile Red fluorescence signals were measured at an excitation wavelength of 560 nm and an emission wavelength of 635 nm. The relative lipid content of the mock and X-irradiated samples was calculated from the fluorescence before and after normalization against OD_750_, respectively.

### Production and scavenging assay of ROS

Production and scavenging of ROS in *C*. *reinhardtii* cells after X-irradiation with 6 Gy was estimated by measuring the cellular H_2_O_2_ content in absence and presence of ascorbic acid (AA) as a ROS scavenger. The cells (6 × 10^7^) were harvested at 1 h post-irradiation without or with 1 mM AA treatment for 1 h at 25°C, and were incubated with 10 μM 2’,7’-dichlorofluorescin diacetate (H_2_DCF-DA) for 25 min in darkness at 25°C. The cell-permeable fluorometric probe H_2_DCFDA is cleaved to 2’,7’-dichlorofluorescin (H_2_DCF) by endogenous esterases in cells and is oxidized to its fluorescent form DCF upon reaction with H_2_O_2_. DCF fluorescence signals were measured at an excitation wavelength of 485 nm and an emission wavelength of 530 nm. The ROS level of the mock and X-irradiated samples was calculated relative to the mock without AA treatment by the DCF signal.

### Statistical analysis

All experiments were repeated more than three times using biological replicates harvested after independent X- or γ-irradiation. The data were subjected to a two-sample independent *t*-test, one-way or multivariate analysis of variance followed by Tukey’s honest significance difference test, correlation or discriminant analysis using the statistical and graphical functions of R version 4.2.1 (R Core Team, 2022) and ggplot2 (Villanueva and Chen, 2019) in RStudio 2022.07.1 + 554 (Rstudio Team, 2022). A *p*-value less than 0.05 was considered significant.

## Results

### Counterintuitive growth response of *C. reinhardtii* cells after X- or γ-irradiation at different doses

The growth rates of *C. reinhardtii* cells were analyzed after X- or γ-irradiation with different doses of 3, 6, 12, 60, and 100 Gy to investigate the dose effect of ionizing radiation on algal cells. The two types of irradiation with the same absorbed doses but different dose rates, as described in the Materials and Methods section, revealed similar stimulatory and inhibitory effects on the growth curves of *C. reinhardtii* cells (**Supplementary Figures 1, 2**). The similar dose-response curves following the two types of irradiation demonstrated that the growth response of *C. reinhardtii* cells is dependent on the absorbed dose rather than on the dose rate. In both X- and γ-irradiation, doses of 12 to 100 Gy inhibited cell growth in a dose-dependent manner, while doses of 3 and 6 Gy increased cell growth from 2 days after irradiation (**Figure 1**). These results suggest that X- or γ-irradiation at a relatively low dose (< 10 Gy) can stimulate growth in *C reinhardtii* cells.

**Figure 1:**
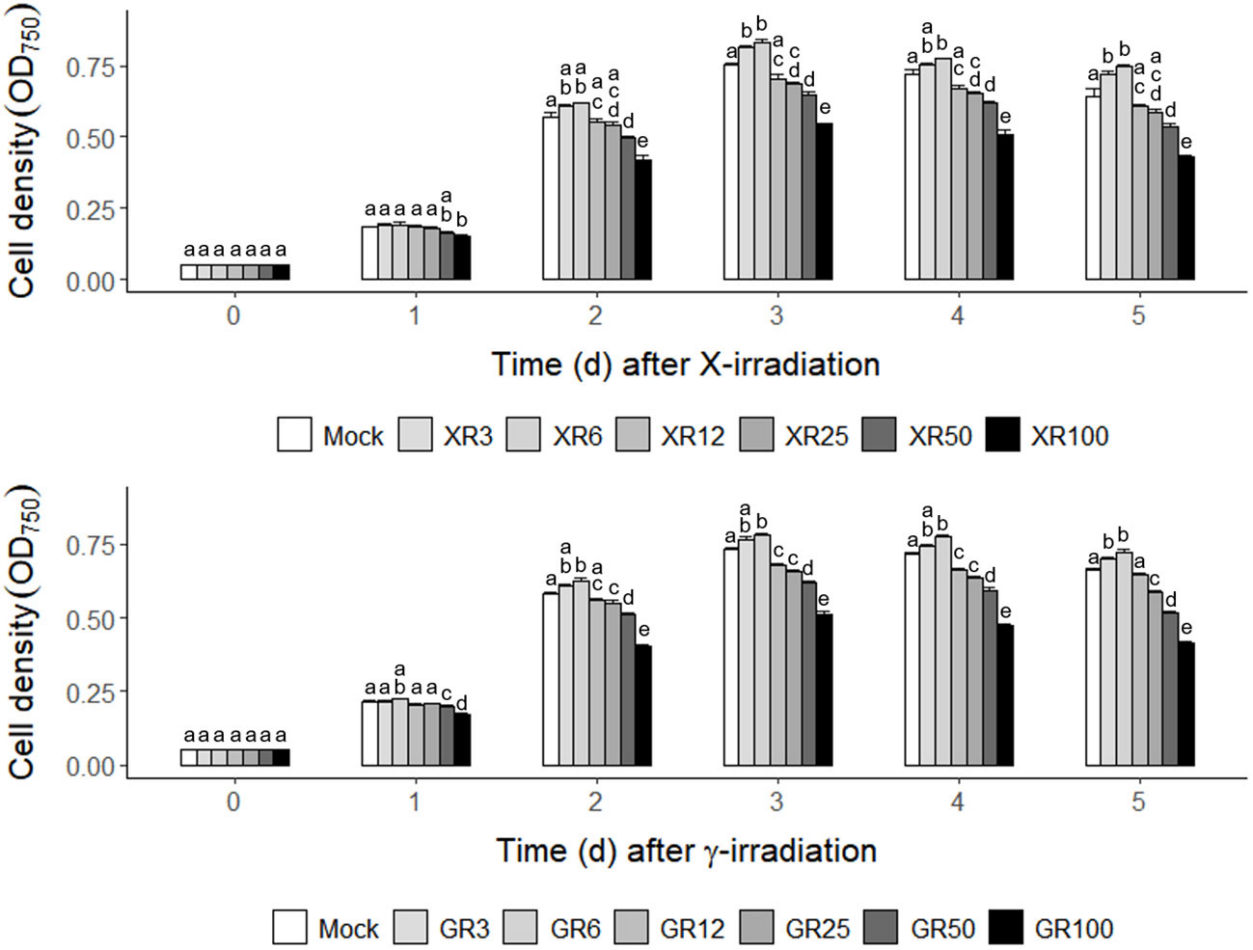
Counterintuitive dose-responses of X- or γ-irradiation in the cultivation of *C. reinhardtii* cells. **(A)** X-irradiation; **(B)** γ-irradiation. XR3 (GR3), XR6 (GR6), XR12 (GR12), XR25 (GR25), XR50 (GR50), and XR100 (GR100) represent X-rays (γ-rays) of 3, 6, 12, 25, 50, and 100 Gy, respectively. Mid-exponential phase *C. reinhardtii* cells were differentially subjected to X- or γ-irradiation to have the absorbed doses of 3, 6, 12, 50, and 100 Gy as described in the Materials and Methods section. The cell densities were compared by measuring the optical density at 750 nm (OD_750_) to evaluate the growth rates of mock and irradiated cells. Data represent the mean ± standard error (SE) with *n* = 9 from three independent experiments. Different letters indicate significant differences at *p* < 0.05 (one-way analysis of variance followed by Tukey’s honestly significant difference test).

### Confirmation of growth stimulation of *C. reinhardtii* cells after repetitive X-irradiation with two relatively low doses, 3 and 6 Gy

Subsequently, *C. reinhardtii* cells were subjected to repetitive X-irradiation at 3 or 6 Gy to substantiate the growth stimulatory effect of X- or γ-irradiation at a relatively low dose. We investigated whether repetitive X-irradiation with 3 or 6 Gy, with a final cumulative dose of 9 or 18 Gy, respectively, could further increase the growth of *C. reinhardtii* cells beyond the single X-irradiation (**Figure 2A**). The irradiation groups demonstrated 9.8−10.4% higher cell densities after the first X-irradiation, 19.2−19.6% after the second, and 20.5−21.7% after the third compared to the mock group, suggesting increasing growth stimulation at least up to the third (**Figure 2B**). In particular, repetitive X-irradiation with 6 Gy with a final cumulative dose of 18 Gy enhanced growth stimulation approximately two-fold, despite growth inhibition by single X- or γ-irradiation with doses above 12 Gy (**Figures 1**, **2**). These results suggest that repetitive X-irradiation with a certain range of relatively low doses can enhance the growth stimulation of *C. reinhardtii* beyond single X-irradiation by preventing the growth inhibition of a high cumulative dose. No substantial difference in the radiation-induced growth stimulation between the 3 and 6 Gy groups after repetitive X-irradiation may imply that the two doses are within similar equilibrium between radiation-induced positive and negative effects.

**Figure 2:**
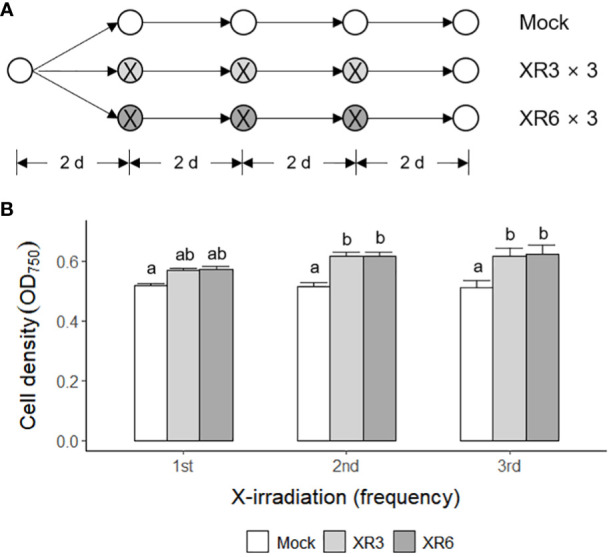
Enhanced growth stimulation of *C. reinhardtii* cells by repetitive X-irradiation with 3 or 6 Gy. XR3 and XR6 represent X-rays of 3 and 6 Gy, respectively. **(A)** A schematic diagram of repetitive X-irradiation. The absorbed doses of 3 and 6 Gy, which increased the growth of *C. reinhardtii* cells, were repeatedly applied to the X-irradiated cells at 2-day intervals as described in the Materials and Methods section. The cultivation of the mock was initiated at a cell density of 0.05 OD_750_. The irradiated samples were subjected to post-irradiation cultivation with the equivalent volume of the mock to cumulate a difference in the growth rate after each X-irradiation. **(B)** Cell density (OD_750_) of *C. reinhardtii* 2 days after single or repetitive X-irradiation. Data represent the mean ± standard error (SE) with *n* = 9 from three independent experiments. Different letters indicate significant differences at *p* < 0.05 (one-way analysis of variance followed by Tukey’s honestly significant difference test).

### Difference in transcriptomic profiles and expression of DDR genes between mock and X- or γ-irradiated *C. reinhardtii* cells

Gamma irradiation at doses of 3–48 Gy induced the expression of DDR genes in a dose-dependent manner, following nuclear DNA damage in *Arabidopsis* and rice plants (Ryu et al., 2018; Kim et al., 2021). However, γ-H2AX induction and DDR gene expression were not statistically different within the dose range of 3–12 Gy and almost recovered to the control levels within 24 h. 

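RNA-Seq counts were analysed for 5 libraries of wild-type C. reinhardtii cells, 1 each of the mock, XR6, XR50, GR6 and GR50. According to the Materials and Methods, X-irradiated cells were concentrated into microcentrifuge tubes, whereas γ-irradiated cells were dispensed into larger tubes without concentrating and were exposed for 1 h at either dose. A single mock library served all comparisons. The text describes 3 biological replicates from different batches, and 1 column of counts per condition was analysed here. Stranded paired-end libraries of total RNA were sequenced by the authors, and the reads were trimmed, mapped to the NCBI v5.5 genome with HISAT2 and counted on genes with HTSeq-count. The values are raw counts of 17742 genes and are accompanied by 5 counters of reads that were not assigned to a gene. The strand setting of the counting is not given in the text. Reads counted on genes amounted to 19267141 in the mock, 18364833 in XR6, 19893156 in XR50, 19037167 in GR6 and 20330055 in GR50. These were 50.3% of the reads listed for the mock, 55.9% for XR6, 51.3% for XR50, 49.3% for GR6 and 51.9% for GR50. Reads listed as not aligned made up 41.3% in the mock, 32.2% in XR6, 39.5% in XR50, 41.8% in GR6 and 37.7% in GR50. Between 15854 and 15891 genes had at least 1 count in a library. Counts were converted to CPM with the TMM normalization of edgeR, and the ratio to the mock was log2-transformed without a prior count where both counts were at least 1. Without replicates, no test against the mock was possible. Each fold change is therefore given with the exact (Clopper-Pearson) 95% interval of its 2 counts, which covers counting error only, because PCR reads without molecular identifiers are not independent molecules. A count of 3 was taken as the floor. Scaled by library totals without TMM, a count of 3 corresponded to between 0.148 and 0.163 CPM. With TMM, a count of 3 in the mock corresponded to 0.166 CPM. A fold change against a count at or below the floor was computed against the floor and is a lower bound, and none is given when both counts were at or below it. Dose and radiation type were tested only among the 4 irradiated libraries.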

To evaluate the genotoxic stress of X- or γ-irradiation at two different doses proven to stimulate or inhibit cell growth, we compared the genome-wide transcriptomic profiles of *C. reinhardtii* by RNA-Seq analysis after X- or γ-irradiation at doses of 6 and 50 Gy. 

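The distance between a pair of libraries was the root mean square difference of log2(CPM + 1) over the 13986 genes with a mean of at least 10 counts. It was 0.37 between XR6 and XR50 and 0.56 between GR6 and GR50, which share the radiation type. It was 0.62 between XR6 and GR6 and 0.70 between XR50 and GR50, which share the dose. The mean distance at the same dose was 1.42 times that within a radiation type, with an SD of 0.371 over the 4 ratios of a same-dose to a same-type distance. The ratio moved most with 1 minus the Spearman correlation as the distance, where it was 1.82. From the mock, XR6 was at 0.53, XR50 at 0.51, GR6 at 0.54 and GR50 at 0.83. Across the same genes, which are not independent replicates, the change from XR6 to XR50 and the change from GR6 to GR50 had a Pearson correlation of 0.0682 and a Spearman correlation of -0.0426. The change from XR6 to GR6 and the change from XR50 to GR50 had a Pearson correlation of 0.484 and a Spearman correlation of 0.391. Fold changes against the mock share 1 library, and for this reason libraries simulated without any change, at the dispersion of the additive fit of dose and radiation type, gave a mean Pearson correlation between 0.504 and 0.505 for these pairs. The observed value was 0.740 between XR6 and XR50, 0.739 between GR6 and GR50, 0.393 between XR6 and GR6 and 0.564 between XR50 and GR50. An additive fit of dose and radiation type to the 4 irradiated libraries covered 14112 genes and left 1 residual degree of freedom, so that the interaction of dose and type served as error. In this fit, 265 genes had a dose effect and 1412 genes had a radiation type effect at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), against 919 and 2870 genes at an unadjusted p under 0.05. With each factor fitted alone, 0 genes had a dose effect, with 359 genes at an unadjusted p under 0.05, and 531 genes had a type effect. A crossed grouping of XR6 and GR50 against XR50 and GR6, which follows neither factor, gave 0 genes, with 174 at an unadjusted p under 0.05. The radiation type went with the handling of the cells and the exposure time, so that the type and the handling cannot be told apart in these libraries.

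**Figure D1:**
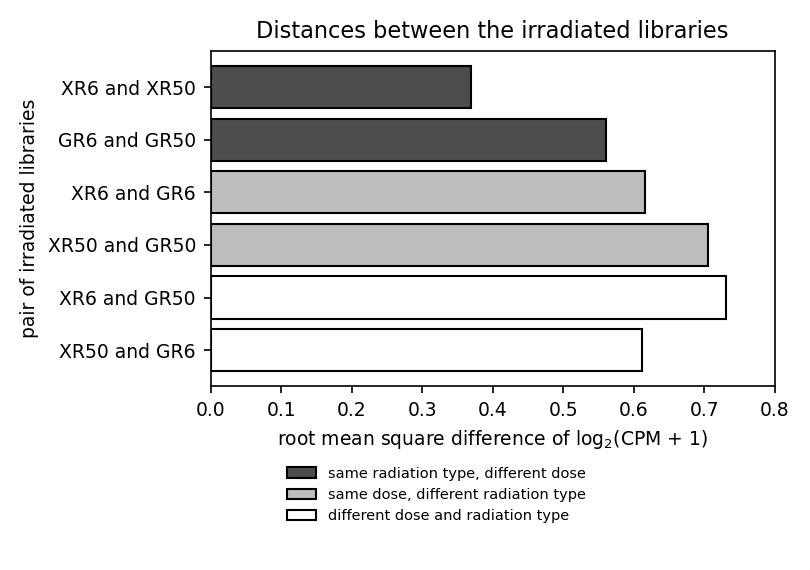
Distance (root mean square difference of log2(CPM + 1)) between every pair of irradiated libraries over 13986 genes, with pairs that share the radiation type in dark grey, the dose in light grey and neither in white. The same-type distances of 0.37 and 0.56 are the shortest bars, and the same-dose distances of 0.62 and 0.70 lie near those of the pairs that share neither, 0.61 and 0.73.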

The overall transcriptome changes were discriminated by the radiation dose rather than the radiation type and manifested mainly by DDR genes (**Supplementary Figure 3** and **Table 1**). Transcription levels of the seven DDR genes selected from **Table 1** were found to increase in a dose-dependent manner but were rarely affected by the radiation type in RT-qPCR analysis (**Figure 3**). The concerted transcriptional activation of these DDR genes suggests that various types of DNA damage might be induced after X- or γ-irradiation, even at a dose of 6 Gy. Radiation-induced genotoxic stress needs to be further evaluated by physiological tests such as cell death and survival rate assays to explain the growth-stimulatory effect of X- or γ-irradiation at doses below 10 Gy.

**Table 1:** Transcriptomic profiles of *C. reinhardtii* cells after X- or γ-irradiation with two different doses.

ORF name	XR6	XR50	GR6	GR50	Gene ID	Gene name	Description
*CHLRE_02g082000v5*	*3.33*	*5.54*	*4.36*	*3.62*	*5727320*	*CrADG*	*DNA repair glycosylase*
CHLRE_02g100000v5	2.36	4.04	2.57	4.32	5725571	CrRPA30	replication protein A 30 kDa subunit
CHLRE_03g145687v5	1.85	3.4	1.29	3.25	5721250	CrFEN1	nuclease, Rad2 family
*CHLRE_04g214800v5*	*-1.71*	*N.D.*	*N.D.*	*-1.74*	*5724268*	*CrVMPL1*	*R-SNARE protein, VAMP-like family*
CHLRE_06g263050v5	1.4	2.5	1.09	3.18	5722002	CrEFP2	mitochondrial elongation factor P
*CHLRE_06g275750v5*	*N.D.*	*-1.09*	*-2.09*	*N.D.*	*5721748*	*CrHTR2*	*histone H3*
CHLRE_10g423800v5	3.16	4.3	2.96	4.82	5728221	CrKU	DNA binding protein
CHLRE_12g505500v5	2.2	2.91	1.5	1.65	5716467	CrHTR2	histone H3
CHLRE_12g509400v5	1.48	1.97	1.43	2.67	5716542	CrRIR2B	ribonucleoside-diphosphate reductase small subunit
CHLRE_14g622850v5	4.06	5.83	3.58	6.38	5718221	CrRAD51	DNA recombination protein
*CHLRE_14g632799v5*	*1.87*	*2.5*	*1.91*	*3.17*	*5718230*	*CrZSP2*	*lectin-like component of the zygote cell wall*
CHLRE_16g664250v5	2.17	3.49	1.78	3.62	5726998	CrOASTL2	cysteine synthase
CHLRE_16g682725v5	1.23	2.84	1.54	3.46	5724816	CrGSTS2	glutathione S-transferase
CHLRE_17g718850v5	3.77	4.9	3.25	5.85	5729312	CrRPA70A	replication protein A subunit
CHLRE_17g740950v5	-1.33	-1.22	-1.15	-1.34	5726658	CrLHL4	high intensity light-inducible lhc-like gene

Genes with more than a two-fold transcription change in both X- and γ-irradiated groups and a descriptive annotation for gene name were selected. XR6 (GR6) and XR50 (GR50) represent X-rays (γ-rays) of 6 and 50 Gy, respectively. Digits are log_2_-transformed of normalized fold change values. 

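The 15 ORFs of Table 1 were found by name among the counted genes, and positions refer to the NCBI v5.5 genome. CrRPA70A (CHLRE_17g718850v5) lies on chromosome 17 from 2796048 to 2801724 and had 107 counts in the mock. Its log2-transformed fold change was 3.75 in XR6, 4.88 in XR50, 3.25 in GR6 and 5.85 in GR50, with a 95% interval of 5.57 to 6.14 in GR50. CrRAD51 (CHLRE_14g622850v5) lies on chromosome 14 from 2208586 to 2212169 and had only 4 counts in the mock, which left wide intervals. Its log2-transformed fold change was 4.05 (95% interval 2.64 to 5.97) in XR6, 5.81 in XR50, 3.58 in GR6 and 6.38 (5.01 to 8.26) in GR50. CrKU (CHLRE_10g423800v5, chromosome 10, 857515 to 867610) had values of 3.15, 4.28, 2.96 and 4.82 in XR6, XR50, GR6 and GR50. For CrRPA30 (CHLRE_02g100000v5, chromosome 2, 4442875 to 4447323), they were 2.34, 4.02, 2.57 and 4.32 in the same order. CrFEN1 (CHLRE_03g145687v5, chromosome 3, 615858 to 618689) was changed by 1.84, 3.38, 1.30 and 3.25. CrOASTL2 (CHLRE_16g664250v5, chromosome 16, 2961143 to 2963947) had values of 2.15, 3.47, 1.78 and 3.62. It lies 160 bp from CHLRE_16g664301v5, whose counts also rose. CrGSTS2 (CHLRE_16g682725v5, chromosome 16, 3594796 to 3597627) had 3212 counts in the mock and the narrowest intervals, with 1.22 (1.16 to 1.28) in XR6, 2.82 in XR50, 1.54 in GR6 and 3.46 (3.41 to 3.51) in GR50. The values of CrEFP2 (CHLRE_06g263050v5, chromosome 6, 1866873 to 1869495) were 1.38, 2.48, 1.09 and 3.18, and those of CrRIR2B (CHLRE_12g509400v5, chromosome 12, 2091189 to 2096175) were 1.47, 1.95, 1.43 and 2.67. CrLHL4 (CHLRE_17g740950v5, chromosome 17, 6033333 to 6035915) was lower than in the mock in every irradiated library, with -1.34, -1.24, -1.15 and -1.34. Scaling by library totals instead of TMM moved the median of all genes by 0.21 in XR6, 0.06 in XR50, 0.11 in GR6 and 0.08 in GR50. This moved CrGSTS2 in all 4 libraries and CrLHL4 in XR6 beyond their counting error, without a change of direction.

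**Figure D2:**
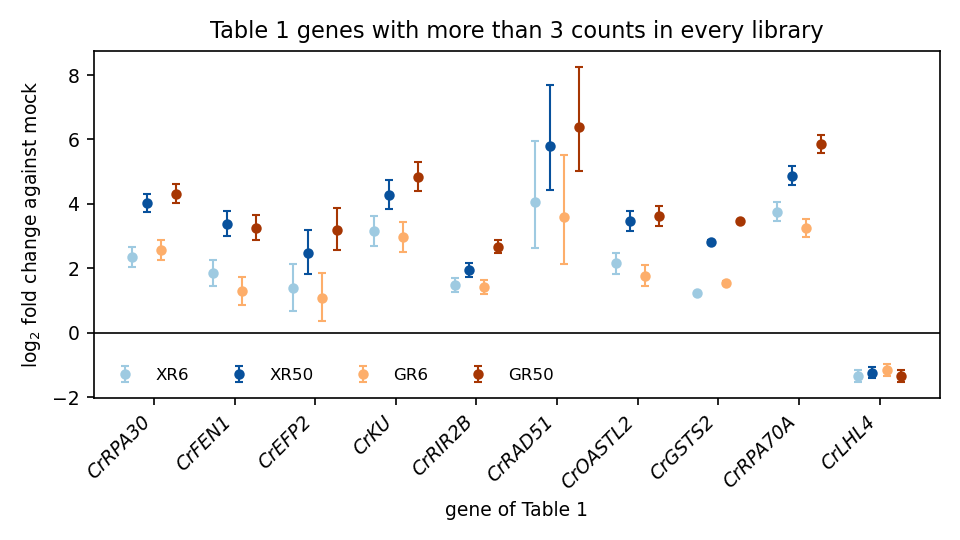
Log2-transformed fold change against the mock of the Table 1 genes with more than 3 counts in every library, with points for XR6, XR50, GR6 and GR50 and bars for the exact 95% interval of counting error. CrLHL4 is the only one of these genes below 0, and CrRAD51, with 4 counts in the mock, has the widest bars.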

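The 5 remaining ORFs of Table 1 were at or near the floor. CrADG (CHLRE_02g082000v5, chromosome 2, 1197601 to 1203596) had 0 counts in the mock, 2 in XR6, 9 in XR50, 8 in GR6 and 5 in GR50. This corresponds to log2-transformed lower bounds of 1.48 in XR50, 1.33 in GR6 and 0.58 in GR50, and no fold change in XR6. CrHTR2 (CHLRE_12g505500v5, chromosome 12, 2560407 to 2561162) had 2 counts in the mock, 10 in XR6, 16 in XR50, 6 in GR6 and 7 in GR50, with lower bounds of 1.60, 2.31, 0.91 and 1.07. CrZSP2 (CHLRE_14g632799v5, chromosome 14, 3869584 to 3872510) had 1 count in the mock, 4 in XR6, 6 in XR50, 4 in GR6 and 10 in GR50, and only the bound of 1.58 in GR50 exceeded a log2 value of 1. The copy of CrHTR2 on chromosome 6 (CHLRE_06g275750v5, 3188156 to 3189267) had 4 counts in the mock, 0 in XR6 and GR50, 2 in XR50 and 1 in GR6, which allows no change of more than 2-fold to be seen at this depth. CrVMPL1 (CHLRE_04g214800v5, chromosome 4, 1286309 to 1289084) had 3 counts in the mock and at most 1 in an irradiated library, so that no fold change is given. The mean count over the 5 libraries was no more than 5 for 4 of these ORFs and 8.2 for CHLRE_12g505500v5.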

Open reading frame (ORF) names are used to alphabetically list the gene names that are temporarily attributed to an ORF by a sequencing project. Underlined genes were shown to be explicitly associated with DNA damage response (DDR) or dose-dependently induced by all the irradiations. 

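For the 7 DDR genes of Figure 3, CrRPA30, CrFEN1, CrKU, CrRAD51, CrOASTL2, CrGSTS2 and CrRPA70A, the counts at 50 Gy were compared directly with those at 6 Gy. Each of the 7 genes was higher in XR50 than in XR6 beyond the counting error, by 1.12 to 1.76 on the log2 scale (median 1.54). From GR6 to GR50, the 7 genes also rose beyond the counting error, by 1.75 to 2.80 (median 1.92). Between the radiation types at 6 Gy, 2 genes were higher and 3 were lower in GR6 than in XR6 beyond the counting error (median -0.38, from -0.55 to 0.32). At 50 Gy, 6 of the 7 genes were higher in GR50 than in XR50 beyond the counting error (median 0.55, from -0.13 to 0.97). The dose effect was a log2 fold change between 1.49 and 2.26 for the 7 genes, and all 7 passed an adjusted p of 0.05, with 0.00122 for CrKU as the highest (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was largest for CrRAD51, with 2.26 (standard error 0.371, adjusted p = 1.12e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The radiation type effect was between -0.33 and 0.48, and 0 of the 7 genes passed. At an unadjusted p under 0.05 there were also 0, and the lowest adjusted p was 0.367 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). On simulated data, this fit recovered only 3.5% of 2-fold changes by dose, which are larger than these type effects. The lack of a passing gene therefore does not exclude a type effect. With p adjusted over the list alone, the numbers were also 7 for dose and 0 for type, which is not independent evidence, since the genes were selected on these libraries. CrEFP2 also had a dose effect of 1.59 (adjusted p = 0.00327), whereas that of CrRIR2B was 0.86 (adjusted p = 0.242, both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Library totals in place of TMM left CrKU and CrEFP2 above an adjusted p of 0.05, DESeq2 did so for CrEFP2, and with dose fitted alone none of these genes passed. The median log2-transformed fold change of the 7 genes was higher in each of the 4 irradiated libraries than that of all 10000 random lists of 7 genes matched on expression, whose highest median was 1.18 in XR6, 1.32 in XR50, 1.33 in GR6 and 2.81 in GR50. The genes had been selected for a more than 2-fold change in these libraries, so that this comparison was favoured beforehand and is not evidence of its own. From the concerted activation of these DDR genes, for which it also cites RT-qPCR (Figure 3), the paper proposes that X- and γ-irradiation might cause DNA damage of various types, even at 6 Gy.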

The genes in italic have average read counts of no more than 5. N.D., not detected.

**Figure 3:**
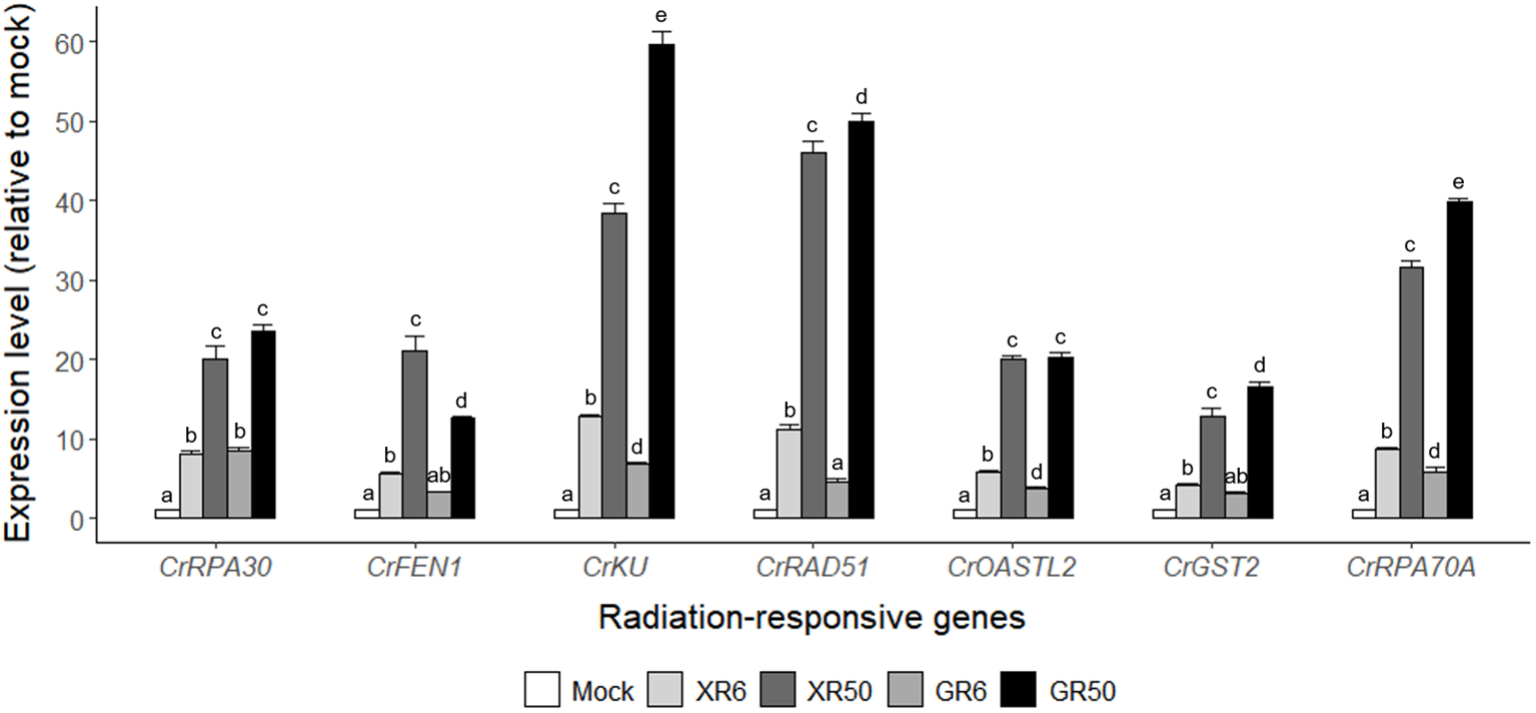
Relative transcription levels of the seven DNA damage response (DDR) genes from RNA-Seq analysis of X- or γ-irradiated *C. reinhardtii* cells. XR6 (GR6) and XR50 (GR50) represent X-rays (γ-rays) of 6 and 50 Gy, respectively. All transcription levels were measured by quantitative real-time polymerase reaction (RT-qPCR) and are shown relative to the mock by using *CrTUBA1* as an endogenous reference gene. Data represent the mean ± standard error (SE) with *n* = 9 from three independent experiments. Different letters indicate significant differences at *p* < 0.05 (one-way analysis of variance followed by Tukey’s honestly significant difference test).

### Difference in cell death and survival rates of *C. reinhardtii* after X-irradiation with two different doses, 6 and 50 Gy

Flow cytometric analysis has been used as a rapid ecotoxicological tool to evaluate the effects of toxicity in *Chlamydomonas* cells using appropriate probes (Jamers et al., 2009). Propidium iodide (PI) and 7-aminoactinomycin D (7-AAD) are popular probes for quantifying the proportion of dead cells (Seed and Tomkins, 2016). In this study, mock and X-irradiated *C. reinhardtii* cells were subjected to double staining with Annexin V and 7-AAD to analyze apoptotic cell death. The cell death rate was significantly higher at 6 h after X-irradiation with 50 Gy and then decreased with time until 48 h, whereas X-irradiation with 6 Gy induced no significant difference in cell death compared to the mock treatment (**Figures 4A, B**). In addition, when the mock and X-irradiated *C. reinhardtii* cells were cultivated on solid TAP medium for 7 days, the relative cell survival rate decreased to approximately 30% in the 50 Gy irradiated group but showed no significant difference in the 6 Gy group (**Figures 4C, D**). These results demonstrate that the DDR gene expression induced after X-irradiation with 6 Gy, as shown in **Table 1** and **Figure 3**, does not represent fatal genotoxic stress responses, such as increased cell death and decreased survival rates. Although radiation-induced genotoxic stress or mutagenesis is generally accepted, the physiological responses of *C. reinhardtii* cells after X- or γ-irradiation are differentially modulated, depending on the absorbed dose.

**Figure 4:**
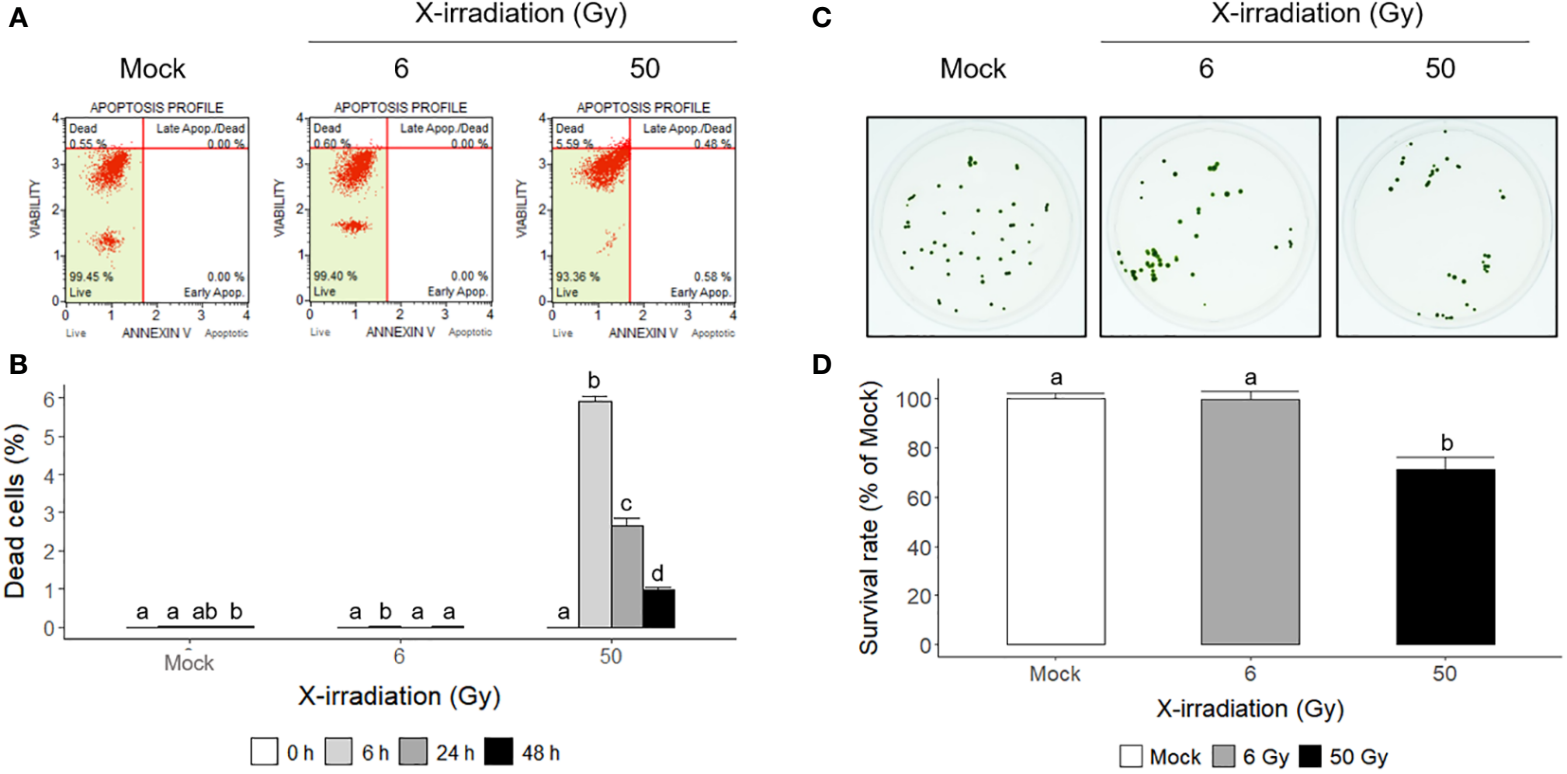
Apoptotic cell death and survival rates of *C. reinhardtii* cells after X-irradiation with 6 or 50 Gy. **(A, B)** The proportions of apoptotic and necrotic dead cells determined by flow cytometry at 6 h or during 48 h after X-irradiation with 6 or 50 Gy; **(C, D)** the survival rates of X-irradiated cells relative to the mock 7 days after X-irradiation with 6 or 50 Gy. In **(B, D)**, the data represent the mean ± standard error (SE) with *n* = 3 (5,000 cells for each) or *n* = 12 from three or four independent experiments, respectively. Different letters indicate significant differences at *p* < 0.05 (one-way analysis of variance followed by Tukey’s honestly significant difference test).

### Differences in various metabolic activities of mock and X-irradiated *C. reinhardtii* cells

X-irradiation at 6 Gy stimulated the growth of *C. reinhardtii* without inducing cell death or reducing survival (**Figures 1**, **2**, **4**). 

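Numbers of genes with a more than 2-fold change against the mock were counted in each irradiated library over 15509 to 15522 genes with counts in both libraries. XR6 had 1336 genes above and 795 genes below the mock. In XR50, 1034 genes were above and 776 below. GR6 had 1250 genes above and 902 below, and GR50 had 2195 above and 1449 below. Genes above the mock made up 62.7% of the changed genes in XR6, 57.1% in XR50, 58.1% in GR6 and 60.2% in GR50. In XR6 and GR6, this share moved most with the scaling. With library totals in place of TMM, XR6 had 2044 genes above and 475 below (81.1% above), and GR6 had 1634 above and 663 below (71.1% above). To gauge noise, 5 libraries without any change were simulated 100 times at the observed depths, with negative binomial noise at the dispersion of the additive fit. This dispersion includes any interaction of dose and radiation type, so that it may overstate the noise. On average, the simulated libraries gave between 866 and 880 genes above and between 922 and 941 genes below the mock. The observed number above the mock exceeded the highest of the simulations in every irradiated library, whereas the observed number below it did so only in GR50. In XR6 and XR50, the numbers below the mock were under the lowest of the simulations, 852 and 872, so that this noise gave more genes below the mock than were observed there. GO and KEGG annotations were not used here, so that no pathway was analysed here.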

The gene ontology and KEGG pathway analyses of genome-wide transcriptomic changes after X- or γ-irradiation revealed substantial up-regulation in various metabolic pathways as well as DDR pathway (**Figure 5**). Therefore, to understand the favorable growth stimulation of X-irradiation with 6 Gy, we compared the mock and X-irradiated groups in terms of various metabolic activities. When the photosynthetic activity was evaluated by chlorophyll fluorescence analysis, the maximal photochemical efficiency of photosystem II (Fv/Fm), as well as the parameter for photochemical quenching, qP, were not substantially different between the mock and X-irradiated groups (**Figures 6A, B**). However, the parameter for non-photochemical quenching of chlorophyll fluorescence, NPQ, and the maximal electron transport rate of photosynthesis, ETRmax, were significantly increased in the latter group **(** **Figures 6C, D**). The changes in Fv/Fm, qP, and NPQ after X-irradiation were similar to those previously reported in some γ-irradiated groups of *C. reinhardtii* (Gomes et al., 2017), but the increase in ETRmax was first observed in this study. The chlorophyll and protein contents were 19% and 16% higher in the X-irradiated group than in the mock group, respectively (**Figures 6E, F**). In addition, the major algal metabolites such as starch and lipid were significantly increased by up to 136% and 130% (or 113% and 109% after normalization against cell density) in the X-irradiated group compared to the mock group, respectively (**Figure 7**). Correlation and discriminant analyses displayed differential correlations between the metabolic parameters including growth rate, photosynthetic activity, chlorophyll, protein, starch, and lipid contents with a distinct difference between the mock and X-irradiated groups of *C. reinhardtii* cells (**Supplementary Figure 4**). These results suggest that the growth stimulation of *C. reinhardtii* cells by X- or γ-irradiation with 6 Gy or less can be associated with the modulation of photosynthetic activity and enhancement of metabolic activities such as chlorophyll, protein, starch, and lipid synthesis. Our data demonstrate that X- or γ-irradiation with a certain range of relatively low doses can contribute to the improvement of algal biomass and metabolite yields *via* the growth stimulation of algal cells, despite the potential genotoxicity and oxidative stress.

**Figure 5:**
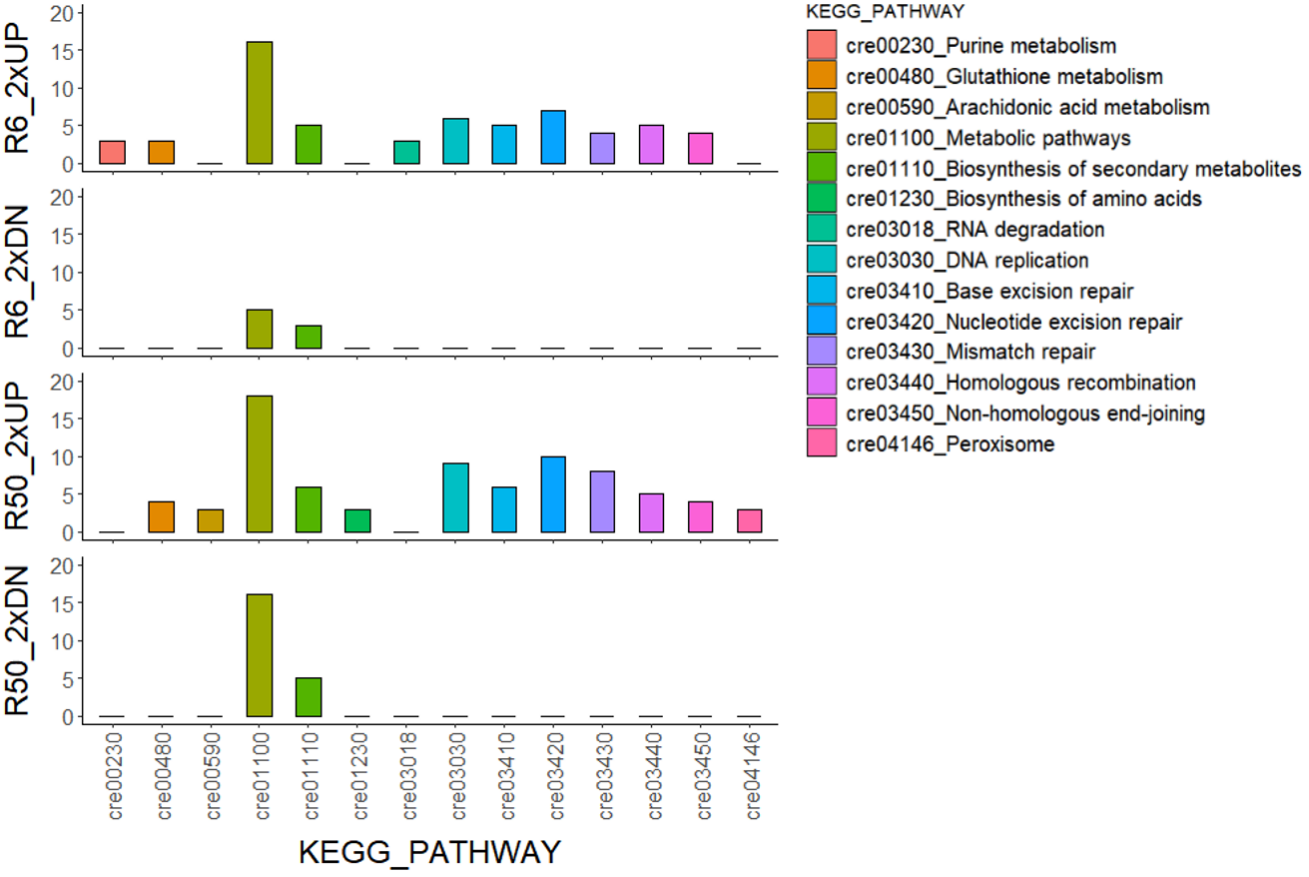
KEGG pathway analysis of genome-wide transcriptomic changes in *C. reinhardtii* cells after X- or γ-irradiation with two different doses. The numbers of common genes with a more than two-fold transcription change in both XR6 and GR6 (or XR50 and GR50) groups are 694 and 443 (or 824 and 541) for 2×UP and 2×DN, respectively. XR6 (GR6) and XR50 (GR50) represent X-rays (γ-rays) of 6 and 50 Gy, respectively.

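Genes changed more than 2-fold in the same direction after both X- and γ-irradiation were counted at each dose from the v5.5 counts. At 6 Gy, 502 common genes were above and 146 below the mock, and at 50 Gy, 648 were above and 240 below. With a prior count of 1, which keeps genes at 0, the numbers below the mock were 319 at 6 Gy and 399 at 50 Gy. Because XR6 and GR6 were divided by the same mock, common genes also arise without any change. Simulated unchanged libraries with Poisson noise gave a mean of 127 common genes above the mock at 6 Gy and 130.4 at 50 Gy, and 96.2 and 94.3 below it. With negative binomial noise, they gave between 296 and 381 common genes above the mock at 6 Gy and between 295 and 383 at 50 Gy, both lower than observed. For genes below the mock, this noise gave between 192 and 265 at 6 Gy and between 195 and 262 at 50 Gy. The observed number below the mock was thus within this range at 50 Gy and under it at 6 Gy, where the noise gave more such genes than were observed. More than 4-fold changes were found in 125 common genes above and 10 below the mock at 6 Gy, and in 270 above and 26 below at 50 Gy.

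**Figure D3:**
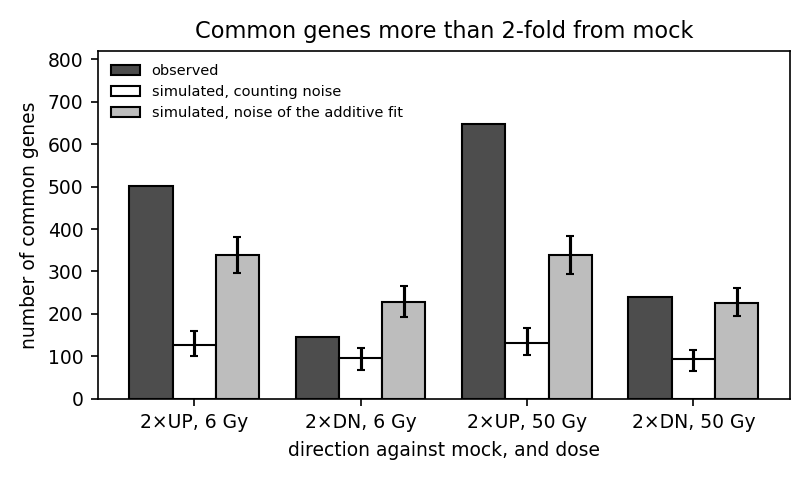
Number of common genes with a more than 2-fold change at 6 and 50 Gy, above and below the mock, beside the numbers in simulated unchanged libraries with counting (Poisson) noise and with the negative binomial noise of the additive fit (bars, mean; lines, lowest to highest of 100 simulations). The observed 502 and 648 genes above the mock lie higher than the simulations, the observed 240 genes below it at 50 Gy lie within the negative binomial simulations, and the observed 146 at 6 Gy lie under them.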

**Figure 6:**
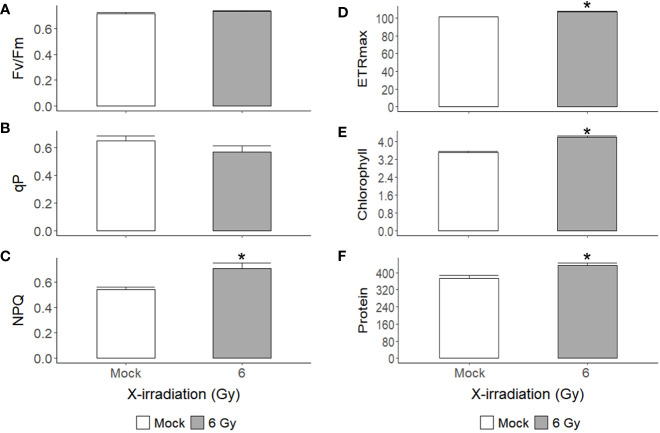
Changes in photosynthetic activity, chlorophyll, and protein contents of *C. reinhardtii* cells after repetitive X-irradiation with 6 Gy. **(A–D)** The chlorophyll fluorescence and quenching parameters Fv/Fm, qP, NPQ, and the maximal electron transport rate ETRmax were obtained and used to evaluate the photosynthetic activity of *C. reinhardtii* cells as described in the Materials and Methods section. **(E, F)** The chlorophyll and protein contents (μg) of *C. reinhardtii* cells (10^8^). Data represent the mean ± standard error (SE) with *n* = 9 from three independent experiments. Asterisks indicate significant differences between mock (white bars) and irradiated samples (gray bars) based on a two-sample independent *t*-test (*p* < 0.05).

**Figure 7:**
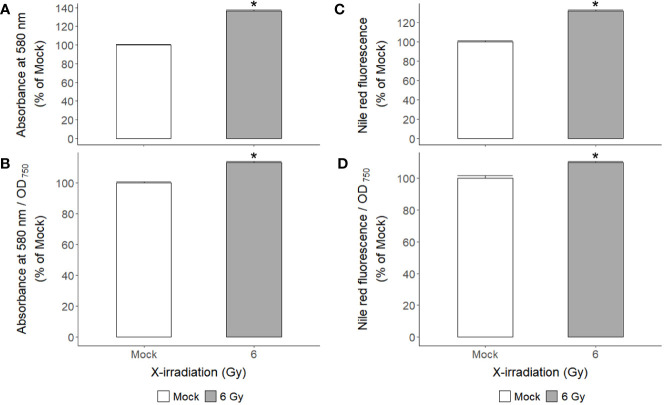
Changes in starch and lipid contents of *C. reinhardtii* cells after repetitive X-irradiation with 6 Gy. **(A)** The starch content was expressed relative to the mock by the absorbance at 580 nm after staining with the iodine reagent. **(C)** The lipid content was calculated relative to the mock by the signal at excitation 560 nm and emission 635 nm after staining with the Nile Red reagent. **(B, D)** The observed values were normalized against cell density (OD_750_) to get the starch or lipid content in the same number of cells and then expressed relative to the mock. Data represent the mean ± standard error (SE) with *n* = 9 from three independent experiments. Asterisks indicate significant differences between mock (white bars) and irradiated samples (gray bars) based on a two-sample independent *t*-test (*p* < 0.05).

### Enhanced growth stimulation of *C. reinhardtii* cells by cultivating with supplemented carbon source after repetitive X-irradiation with a relatively low dose, 6 Gy

Carbon, nitrogen, and light are important factors in the growth and biomass yield of the green alga *Chlamydomonas* (Moon et al., 2013; Mortensen and Gislerod, 2015; Yang et al., 2018; Bialevich et al., 2022). Therefore, we investigated the combined effect of repetitive ‘low-dose’ X-irradiation and carbon source supplementation, as shown in **Figure 8A**. Although the standard TAP medium used in this study contained acetate as an organic carbon source, two concentrations (5 and 10 mM) of sodium bicarbonate (NaHCO_3_) as an inorganic carbon source were added to the TAP medium for growth stimulation. The growth rates of *C. reinhardtii* cells in the NaHCO_3_-supplemented TAP medium greatly increased in a concentration-dependent manner and significantly more increased when cultivated following X-irradiation at 6 Gy (**Figure 8B**). However, the enhanced growth stimulation after repetitive X-irradiation was not significant in TAP medium containing NaHCO_3_. When cultivated in 5 or 10 mM NaHCO_3_-supplemented TAP medium for 5 days after X-irradiation with 6 Gy, the growth rate of *C. reinhardtii* cells increased by 55% and 84% at 3 days after X-irradiation, respectively (**Supplementary Figure 5**). This growth stimulation was much stronger than the 37% or 42% induced by a single treatment with 5 or 10 mM NaHCO_3_ without X-irradiation. Taken together, the combination of X-irradiation at 6 Gy and NaHCO_3_ supplementation at 5 or 10 mM induces a synergistic effect for growth stimulation in *Chlamydomonas* cultivation.

**Figure 8:**
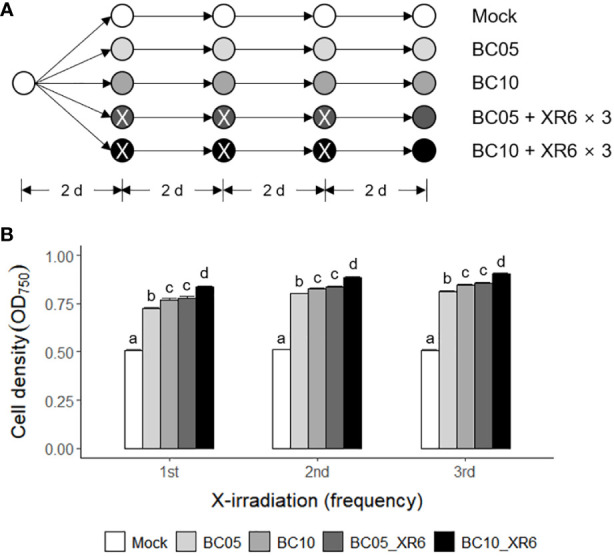
Synergistic growth stimulation of *C. reinhardtii* cells by cultivating in TAP medium containing sodium bicarbonate after repetitive X-irradiation with 6 Gy. BC05, BC10, and XR6 represent 5 and 10 mM NaHCO_3_ and X-rays of 6 Gy, respectively. **(A)** A schematic diagram of repetitive X-irradiation and treatment of NaHCO_3_. The absorbed dose of 6 Gy was repeatedly applied to the X-irradiated cells having an interval of 2 days. The cultivation of the mock was initiated at a cell density of 0.05 OD_750_. The irradiated and/or treated samples were subjected to post-irradiation and/or post-treatment cultivation with the equivalent volume of the mock to cumulate a difference in the growth rate after each X-irradiation and/or treatment of NaHCO_3_. **(B)** Cell density (OD_750_) of *C. reinhardtii* 2 days after single or repetitive X-irradiation. Data represent the mean ± standard error (SE) with *n* = 6 from two independent experiments. Different letters indicate significant differences at *p* < 0.05 (one-way analysis of variance followed by Tukey’s honestly significant difference test).

### Radiation-sensitivity of different genotypes associated with a dose range of X-irradiation for growth stimulation of *C. reinhardtii* cells

Even in the same species, general stress responses are expected to differ according to individual genotypes. As *Chlamydomonas* is a widely used algal platform for recombinant protein production (Kumar et al., 2013; Rasala and Mayfield, 2015; Doron et al., 2016; Ma et al., 2022), the applicability of radiation-induced growth stimulation is worth investigating in transgenic *Chlamydomonas* producing recombinant proteins. Therefore, two transgenic *C. reinhardtii* lines (*AtTHI-OE1* and *AtTHI-OE2*), which overexpress *AtTHI2.1* gene encoding *Arabidopsis* antibacterial proteins, thionins, were randomly selected and compared with wild type (WT) in the cell growth and survival rates after X-irradiation at a dose range of 6–50 Gy (**Supplementary Figure 6** and **Figure 9**). The cell growth rate after X-irradiation was distinctly different between WT and *AtTHI-OE1* or *AtTHI-OE2* lines, showing the growth stimulation in the 6 Gy group for WT and in the 12 Gy group for *AtTHI-OE1* and *AtTHI-OE2* (**Supplementary Figure 6B**). When the mock and X-irradiated *C. reinhardtii* cells were cultivated for 7 days on solid TAP medium, the relative cell survival rate was higher in the *AtTHI-OE1* and *AtTHI-OE2* lines than in the WT after X-irradiation with 25 or 50 Gy (**Figure 9**). The survival rate started to decrease in the 6 Gy group for WT and the 12 Gy group for *AtTHI-OE1* and *AtTHI-OE2* in a dose- and genotype-dependent manner. In addition, the expression levels of two DDR genes *CrRPA70A* and *CrRAD51* were generally lower in the *AtTHI-OE1* and *AtTHI-OE2* lines than in the WT after X-irradiation (**Supplementary Figure 6C**). These results suggest that the radiation sensitivity of *C. reinhardtii* cells differs among genotypes and may be closely associated with an optimal dose range of X-irradiation for growth stimulation.

**Figure 9:**
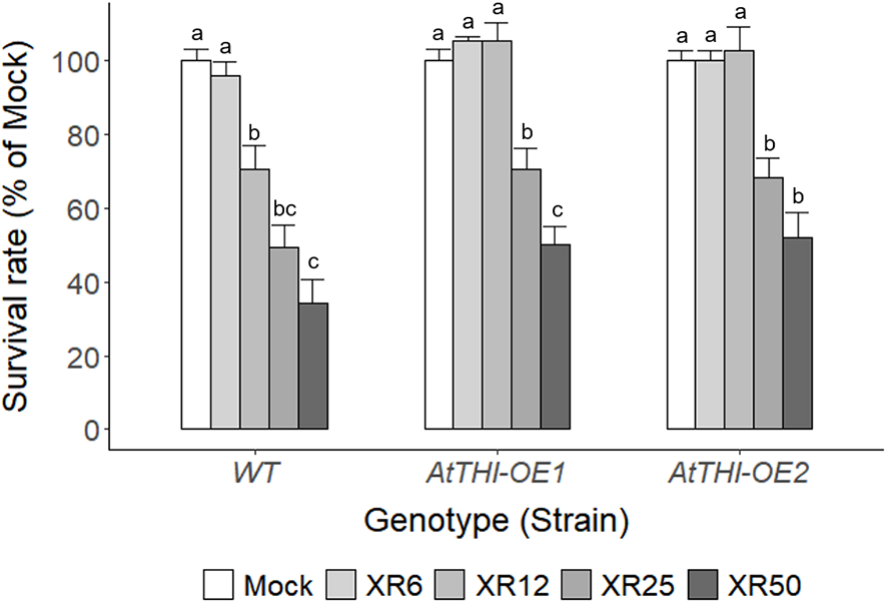
Differences in survival rates of wild type and transgenic lines of *C. reinhardtii* on solid TAP medium after X-irradiation with different doses. The survival rates of X-irradiated cells relative to the mock were calculated by counting the number of colonies on the solid TAP medium 7 days after X-irradiation with 6, 12, 25, or 50 Gy. WT, wild type. XR6, XR12, XR25, and XR50 represent X-rays of 6, 12, 25, and 50 Gy, respectively. Data represent the mean ± standard error (SE) with *n* = 6 from two independent experiments. Different letters indicate significant differences at *p* < 0.05 (one-way analysis of variance followed by Tukey’s honestly significant difference test).

### Correlation between ROS accumulation and radiation-induced growth stimulation of *C. reinhardtii* cells after X-irradiation with 6 Gy

Ionizing radiation generates various types of ROS such as hydrogen peroxide (H_2_O_2_) and hydroxyl radical (•OH) in a dose-dependent manner *via* water radiolysis (Lee et al., 2009). Especially, H_2_O_2_ is the main ROS to mediate both oxidative damage and signaling in plants and algae (Quan et al., 2008; Battah et al., 2015; Niu and Liao, 2016; Fal et al., 2022). X-irradiation at a dose range of 3–100 Gy induced a biphasic increase of ROS in a dose- and dose rate-dependent manner including the relatively low doses of 3 and 6 Gy (**Supplementary Figure 7**). In contrast, the *in vivo* accumulation of radiation-induced ROS in *C. reinhardtii* cells after X-irradiation with 6 Gy decreased from 33.6% to 18.4% by a subsequent treatment of ascorbic acid (AA), a ROS scavenger (**Figure 10A**). Therefore, we investigated the effect of ROS accumulation on the radiation-induced growth stimulation of *C. reinhardtii* cells. The radiation-induced growth stimulation of *C. reinhardtii* cells after X-irradiation with 6 Gy significantly decreased from 9.6% to 3.3% or from 20.6% to 11.7% by AA treatment before heterotrophic or mixotrophic cultivation, respectively (**Figure 10B**). These results suggest that radiation-induced growth stimulation could be closely associated with ROS accumulation and signaling.

**Figure 10:**
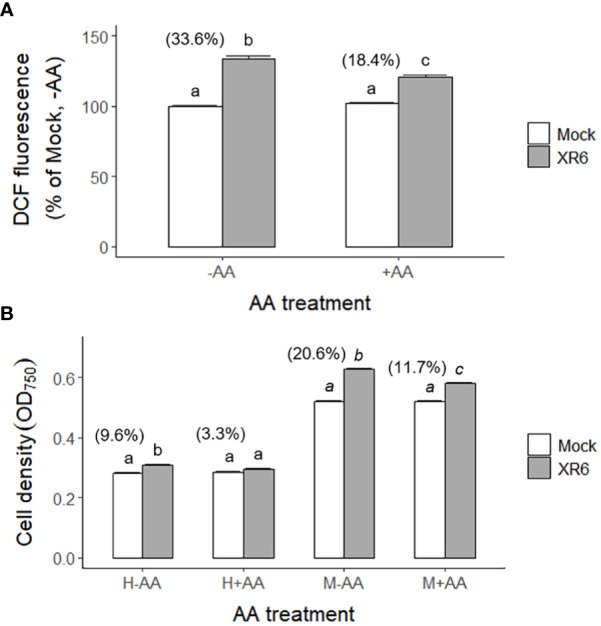
Changes in ROS levels and growth rates of *C. reinhardtii* cells by treatment of ascorbic acid (AA) following X-irradiation with 6 Gy. XR6 represents X-rays of 6 Gy. **(A)** The ROS level was calculated relative to the mock without AA treatment by the DCF signal at excitation 480 nm and emission 530 nm as described in the Materials and Methods section. **(B)** Cell density (OD_750_) of *C. reinhardtii* 2 days after the second repetitive X-irradiation. Cells were incubated without or with 1 mM AA for 1 h at 25°C after X-irradiation, and were subjected to heterotrophic (H) cultivation in darkness or mixotrophic (M) cultivation under light for 2 days. Data represent the mean ± standard error (SE) with *n* = 6 from two independent experiments. Different letters indicate significant differences at *p* < 0.05 (one-way analysis of variance followed by Tukey’s honestly significant difference test). Digits in parentheses are percent differences in average between mock and irradiated cells.

## Discussion

Ionizing radiation has been used as a potent mutagen for *Chlamydomonas* mutation breeding (Baek et al., 2016; Koo et al., 2017b). It is also regarded as an oxidative stress inducer that generates ROS *via* water radiolysis (Lee et al., 2009; Gomes et al., 2017; Singh et al., 2022). Gamma irradiation at a dose range of 0.5–4 kGy inhibited the growth of *Chlorella sorokiniana* cells in a dose-dependent manner (Singh et al., 2022). In contrast, this study demonstrated that X- or γ-irradiation at a relatively low dose below 10 Gy substantially increased the growth of *C. reinhardtii* cells rather than cell death (**Figures 1**, **2**, **4**). The counterintuitive dose-response was previously reported in red pepper (*Capsicum annuum* L.) plants, enhancing growth and stress resistance after γ-irradiation with 2 or 4 Gy (Kim et al., 2005). In addition, γ-irradiation with a much lower dose of 0.1 Gy decreased oncogene-induced malignant transformation in human cells through the reduction of ROS (Kim et al., 2015b). The bioeffects of low-dose or low-dose-rate ionizing radiation are controversial and depend on, among others, animal genetic background, age, sex, nature of radiation exposure, type of radiation, and the combination of radiation with other toxic agents in animal models (Tang et al., 2017). However, our results imply that the growth stimulatory effect of ionizing radiation at relatively low doses can be substantiated in algal cells. Although ionizing radiation is a potent mutagenic agent for algal breeding, it may also be an efficient elicitor to facilitate algal cultivation.

The growth of *C. reinhardtii* cells was substantially enhanced by X-irradiation at 6 Gy but was inhibited by treatment with 50 Gy (**Figure 1**). In comparison, X-irradiation at doses of 6 and 50 Gy significantly increased both starch and lipid contents in a dose-dependent manner (**Figure 7** and unpublished data). The effects of X-irradiation with 6 Gy were comparable to those of the synthetic compounds WD10784 and WD30030, which increased starch and/or lipid synthesis in *Chlamydomonas* cells without restricting growth or biomass yield (Wase et al., 2019). Metabolic remodeling of synthetic inducers is associated with increased substrate availability for starch and lipid synthesis, but that of ionizing radiation at relatively low doses has rarely been elucidated in photosynthetic organisms such as plants and algae. 

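Among the genes with a dose effect at an adjusted p under 0.05 in the additive fit over the irradiated libraries (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 260 were higher and 5 were lower at 50 Gy than at 6 Gy. The 5 lower genes, of which all but CHLRE_16g673850v5 are named only after their values were seen, were CHLRE_12g502600v5, CHLRE_16g673850v5, CHLRE_16g673852v5, CHLRE_17g723350v5 and CHLRE_17g740800v5. CHLRE_16g673850v5 had 0 counts in both libraries at 50 Gy and did not pass an adjusted p of 0.05 with the Wald test of DESeq2. The median dose effect of the 260 genes was 1.57 on the log2 scale, and the median of their mean counts was 306.7. Only 8 of them are listed in Table 1, and the other 252 are not. Against the mock, 196 of the 260 genes were higher in all 4 irradiated libraries, and 130 were more than 2-fold higher in all 4. Their median log2-transformed fold change, with the 12 genes at or below the floor in the mock taken at their bounds, was 1.33 in XR6, 2.43 in XR50, 1.59 in GR6 and 3.68 in GR50. A radiation type effect was also found in 89 of the 260 genes. With library totals in place of TMM, 73 genes were higher and 4 lower at 50 Gy, and with the Wald test of DESeq2, 94 were higher and 1 lower. Which of the genes outside Table 1 are related to DDR was not analysed here, because the reference gave no gene symbol other than the ORF name.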

The DEGs in *C. reinhardtii* cells after X- or γ-irradiation with 6 or 50 Gy were mainly associated with DDR in a dose-dependent manner (**Table 1** and **Figure 6**). The transcriptomic changes in *C. reinhardtii* cells after X- or γ-irradiation with 6 or 50 Gy were much less than those in *Arabidopsis* plants after γ-irradiation at 200 Gy (Kim et al., 2013). 

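The common genes were divided by their mean count over the 5 libraries. At 6 Gy, 46.2% of the common genes above the mock had a mean of at least 50 counts and 23.5% had a mean under 10. At 50 Gy, these shares were 53.1% and 19.0%. Among the common genes below the mock, a mean under 10 counts was found in 67.1% at 6 Gy and in 56.7% at 50 Gy. The median of the mean counts was 39.9 and 61.9 for the genes above the mock at 6 and 50 Gy, and 6.0 and 6.9 for those below it. Of the common genes at 6 Gy, 330 above the mock (65.7%) and 35 below it (24.0%) passed 2-fold at 50 Gy as well. All of these fold changes share the mock. Unchanged libraries simulated with negative binomial noise gave between 107 and 158 genes above the mock in all 4 irradiated libraries. Below the mock, they gave between 27 and 62 such genes, a range that holds the 35, whereas Poisson noise gave at most 32. At 6 Gy, the negative binomial noise gave more common genes below the mock than were observed. How far noise explains the 35 genes therefore stays open. All 17742 ORF names were found in the NCBI v5.5 reference, which gave 0 gene symbols other than the ORF name, so that functional classes were not analysed here.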

Probably due to the limited numbers or insufficient annotations of common genes with a more than two-fold transcription change in both the X- and γ-irradiated groups, the DEGs were substantially up-regulated in various metabolic pathways as well as DDR pathway, but were difficult to be causally associated with the differences in growth and metabolic activities between the 6 and 50 Gy groups (**Figures 5**). However, because relatively low doses below 10 Gy accumulated ROS in *C. reinhardtii* cells (Gomes et al., 2017), the overall transcriptomic changes caused by mild oxidative stress may partly contribute to the altered metabolic activities and growth stimulation. The radiation-induced growth stimulation of *C. reinhardtii* cells may be associated with enhanced metabolic activities, such as photosynthesis, chlorophyll, and protein synthesis. Considering the dynamic metabolic carbon flow that modulates the relative proportions of starch and lipids in a reverse relationship (Sato and Toyoshima, 2021), the simultaneous enhancement of starch and lipid synthesis after X-irradiation with 6 Gy is likely to be attributed to the metabolic alterations associated with growth stimulation.

The chlorophyll fluorescence parameters (NPQ and ETRmax) for photosynthetic activity and chlorophyll content increased simultaneously and significantly in *C. reinhardtii* cells after X-irradiation at 6 Gy (**Figures 6C, D**). In contrast, γ-irradiation at doses of approximately 6 Gy was previously reported to increase NPQ but decrease qP and ETR (Gomes et al., 2017). This difference may be due to the high-salt growth medium and the much lower dose rate of γ-irradiation, which were used in the latter study. When *Arabidopsis* plants were gamma-irradiated with total doses of 3.9, 6.7, 14.8, and 58.8 Gy at dose rates of 23.3, 40.4, 89.2, and 353.1 mGy h^-1^, they displayed a decrease in NPQ but an increase in ETRmax (Vanhoudt et al., 2014). However, after γ-irradiation at a dose rate of 50 Gy h^-1^ for 4 h, NPQ was found to consistently decrease with ETRmax or the performance index of photosynthesis in various plant species, including *Arabidopsis*, Chinese cabbage, cucumber, tomato, lettuce, and red pepper (Moon et al., 2008; Kim et al., 2011). Therefore, the increased NPQ in *C. reinhardtii* cells after X- or γ-irradiation with approximately 6 Gy does not imply a substantial decrease in photosynthetic activity. Rather, this may be a photoprotective mechanism for the enhanced ETRmax due to increased chlorophyll content. Taken together, the metabolic parameters including growth rate, photosynthetic activity, chlorophyll, protein, starch, and lipid contents seem to be correlated but not in a causal relationship (**Supplementary Figure 4**). In *Chlorella sorokiniana* cells, γ-irradiation at a dose range of 0.5–4 kGy decreased growth, chlorophyll content, and photosynthetic efficiency in a dose-dependent manner but increased ROS and lipid accumulation (Singh et al., 2022). The growth stimulatory effects of X- or γ-irradiation with a certain range of relatively low doses in algal cells could be associated with enhanced metabolic activities but not explained by a causal relationship between them.

In the commercial cultivation of *Chlamydomonas* cells, nutrient composition and culture conditions are critical factors affecting cell growth and biomass yield (Fields et al., 2018; Yang et al., 2018; Bialevich et al., 2022). In this study, we demonstrated that radiation-induced growth stimulation of *C. reinhardtii* cells was more strongly enhanced through batch cultivation in fresh TAP medium supplemented with an inorganic carbon source, NaHCO_3_, after single or repetitive X-irradiation with 6 Gy (**Figure 8** and **Supplementary Figure 5**). In addition, the growth stimulation of *C. reinhardtii* cells after X-irradiation with 6 Gy was different in minimal TP, reused TAP, or nitrogen source-supplemented medium (unpublished data). This implies that different nutrient compositions could modulate the low-dose growth stimulation of *Chlamydomonas* cells. Therefore, although the early growth stimulation of red pepper plants after γ-irradiation with 2 or 4 Gy was not evaluated at later developmental stages (Kim et al., 2004; Kim et al., 2005), the culture conditions of unicellular green algae such as *Chlamydomonas* can be more easily optimized for low-dose X- or γ-irradiation to substantially increase growth and biomass yield.

As the low-dose radiation-induced bioeffects are known to differ by, among others, the genetic background and age in animal models (Tang et al., 2017), the genotype and growth phase of *C. reinhardtii* cells were considered critical factors affecting the radiation-induced stimulatory effects throughout the present study. Algae have been used as a potential platform to produce recombinant proteins through nuclear and chloroplast transformations (Rasala and Mayfield, 2015; Doron et al., 2016). The integration of transgenes in algal genomes and their expression may affect low-dose radiation-induced stimulatory effects, such as enhanced growth and metabolic activities, by establishing a new genotype. In this study, the radiation-induced growth stimulation of *C. reinhardtii* cells was differentially observed in the 6 Gy group for WT but in the 12 Gy group for two transgenic lines, *AtTHI-OE1* and *AtTHI-OE2*, which was associated with the differences in the relative cell survival rate and DDR gene expression between the two groups (**Supplementary Figure 6** and **Figure 9**). Therefore, genotype-dependent radiation sensitivity may determine a specific dose range for the stimulatory effects of ionizing radiation in *C. reinhardtii* cells. In addition, an epigenetic transgene silencing pathway has recently been elucidated in the green alga *Chlamydomonas* (Neupert et al., 2020). Epigenetic regulatory mechanisms need to be explored for elucidating low-dose radiation-induced stimulatory effects in nuclear-transformed transgenic lines with transgene silencing or growth inhibition.

The radiation-induced growth stimulation of *C. reinhardtii* cells may be explained by epigenetic regulatory mechanisms for stress priming, which have been reported in plant stress responses (Kim, 2021). Ionizing radiation influences the expression of DDR genes *via* chromatin remodeling and epigenetic regulation (Mondal et al., 2016; Kim, 2019). It can induce oxidative stress responses by generating ROS and activating various defense mechanisms for stress priming in plant and algal cells (Kim et al., 2005; Gomes et al., 2017). In fact, this study demonstrated that the radiation-induced growth stimulation of *C. reinhardtii* cells after X-irradiation with 6 Gy was closely associated with ROS accumulation and significantly inhibited by treatment of AA, a ROS scavenger (**Supplementary Figure 7** and **Figure 10**). Therefore, X- or γ-irradiation with a certain range of relatively low doses seems to induce stress memory or priming effects as an elicitor, contributing to enhanced growth and metabolic activities *via* ROS-mediated metabolic remodeling. The stimulatory effects of low-dose radiation in *C. reinhardtii* cells imply that potential DNA damages from genotoxicity may not necessarily determine the fate of irradiated cells. This hypothesis is also supported by the fact that treatment with a ROS scavenger inhibited metabolic remodeling for lipid accumulation in the γ-irradiated cells of *Chlorella sorokiniana* (Singh et al., 2022). In addition, since radiation-induced metabolic disturbances such as chlorosis or delayed senescence in *Arabidopsis* plants differed according to the developmental stage subjected to γ-irradiation with 200 Gy (Kim et al., 2009; Kim et al., 2011), the different sensitivities of individual plants or cells to ionizing radiation may be crucial in determining radiation-induced damage or priming effects. We suggest ROS-mediated stress priming or memory as one of the mechanisms that enable the counterintuitive stimulatory effects of ionizing radiation on *C. reinhardtii* cells. This phenomenon of low-dose radiation is also recognized as a bystander effect and adaptive response in animal systems (Bonner, 2003).

## Conclusion

In this study, we demonstrated that ionizing radiation within a certain dose range determined by genotype-dependent radiation sensitivity could act as an elicitor to induce growth stimulation and enhance metabolic activities, including photosynthesis, chlorophyll, protein, starch, and lipid synthesis in *Chlamydomonas* cells. This is the first report to reveal the counterintuitive beneficial effects of a genotoxic and abiotic stress factor, ionizing radiation, in the unicellular algal organism *Chlamydomonas*. The data obtained from the unicellular *Chlamydomonas* system were evaluated as new practical examples of low-dose or low-dose-rate radiation-induced positive bioeffects, which have been reported mainly in plant and animal systems. However, many low-dose radiation-induced bioeffects, including our results, remain to be further elucidated regarding detailed causal mechanisms, such as epigenetic regulation.

## Data availability statement

The original contributions presented in the study are publicly available. This data can be found here: NCBI, GSE218435.

## Author contributions

J-HK conceived, designed, and supervised the study. J-HK, SKD, and KH performed the experiments and generated the raw data. J-HK and SKD analyzed, interpreted, and visualized the data. J-HK wrote the manuscript and SKD, BYC, SSL, and SL critically reviewed the manuscript. All authors contributed to the article and approved the submitted version.

## References

[B1] BaekJ.ChoiJ. I.ParkH.LimS.ParkS. J. (2016). Isolation and proteomic analysis of a *Chlamydomonas reinhardtii* mutant with enhanced lipid production by the gamma irradiation method. J. Microbiol. Biotechnol. 26, 2066–2075. doi: 10.4014/jmb.1605.05057 27586532

[B2] BattahM.El-AyotyY.AbomohraA. E.-F.El-GhanyS. A.EsmaelA. (2015). Effect of Mn^2+^, Co^2+^ and H_2_O_2_ on biomass and lipids of the green microalga *Chlorella vulgaris* as a potential candidate for biodiesel production. Ann. Microbiol. 65, 155–162. doi: 10.1007/s13213-014-0846-7

[B3] BialevichV.ZachlederV.BisovaK. (2022). The effect of variable light source and light intensity on the growth of three algal species. Cells 11, 1293. doi: 10.3390/cells11081293 35455972PMC9028354

[B4] BischofK.HaneltD.WienckeC. (2000). Effects of ultraviolet radiation on photosynthesis and related enzyme reactions of marine macroalgae. Planta 211, 555–562. doi: 10.1007/s004250000313 11030555

[B5] BonnerW. M. (2003). Low-dose radiation: thresholds, bystander effects, and adaptive responses. Proc. Natl. Acad. Sci. U.S.A. 100, 4973–4975. doi: 10.1073/pnas.1031538100 12704228PMC154280

[B6] BradfordM. M. (1976). A rapid and sensitive method for the quantitation of microgram quantities of protein utilizing the principle of protein-dye binding. Anal. Biochem. 72, 248–254. doi: 10.1016/0003-2697(76)90527-3 942051

[B7] CakmakT.AngunP.DemirayY. E.OzkanA. D.ElibolZ.TekinayT. (2012). Differential effects of nitrogen and sulfur deprivation on growth and biodiesel feedstock production of *Chlamydomonas reinhardtii* . Biotechnol. Bioeng. 109, 1947–1957. doi: 10.1002/bit.24474 22383222

[B8] CharoonnartP.WorakajitN.ZedlerJ. A. Z.MeetamM.RobinsonC.SaksmerpromeV. (2019). Generation of microalga *Chlamydomonas reinhardtii* expressing shrimp antiviral dsRNA without supplementation of antibiotics. Sci. Rep. 9, 3164. doi: 10.1038/s41598-019-39539-x 30816201PMC6395707

[B9] DoronL.SegalN.ShapiraM. (2016). Transgene expression in microalgae-from tools to applications. Front. Plant Sci. 7, 505. doi: 10.3389/fpls.2016.00505 27148328PMC4840263

[B10] FalS.AasfarA.RabieR.SmouniA.ArroussiH. E. (2022). Salt induced oxidative stress alters physiological, biochemical and metabolomic responses of green microalga *Chlamydomonas reinhardtii* . Heliyon 8, e08811. doi: 10.1016/j.heliyon.2022.e08811 35118209PMC8792077

[B11] FanJ.CuiY.WanM.WangW.LiY. (2014). Lipid accumulation and biosynthesis genes response of the oleaginous *Chlorella pyrenoidosa* under three nutrition stressors. Biotechnol. Biofuels 7, 17. doi: 10.1186/1754-6834-7-17 24479413PMC3916312

[B12] FanJ.ZhengL. (2017). Acclimation to NaCl and light stress of heterotrophic *Chlamydomonas reinhardtii* for lipid accumulation. J. Biosci. Bioeng. 124, 302–308. doi: 10.1016/j.jbiosc.2017.04.009 28483385

[B13] FerranteP.DienerD. R.RosenbaumJ. L.GiulianoG. (2011). Nickel and low CO_2_-controlled motility in *Chlamydomonas* through complementation of a paralyzed flagella mutant with chemically regulated promoters. BMC Plant Biol. 11, 22. doi: 10.1186/1471-2229-11-22 21266063PMC3038898

[B14] FieldsF. J.OstrandJ. T.MayfieldS. P. (2018). Fed-batch mixotrophic cultivation of *Chlamydomonas reinhardtii* for high-density cultures. Algal Res. 33, 109–117. doi: 10.1016/j.algal.2018.05.006

[B15] GomesT.XieL.BredeD.LindO.-C.SolhaugK. A.SalbuB.. (2017). Sensitivity of the green algae *Chlamydomonas reinhardtii* to gamma radiation: Photosynthetic performance and ROS formation. Aquat. Toxicol. 183, 1–10. doi: 10.1016/j.aquatox.2016.12.001 27978482

[B16] HarrisE. H. (1989). The chlamydomonas sourcebook: A comprehensive guide to biology and laboratory use (San Diego, CA: Academic Press).10.1126/science.246.4936.1503-a17756009

[B17] HarrisE. H. (2001). *Chlamydomonas* as a model organism. Annu. Rev. Plant Physiol. Plant Mol. Biol. 52, 363–406. doi: 10.1146/annurev.arplant.52.1.363 11337403

[B18] HuangD. W.ShermanB. T.LempickiR. A. (2009). Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nat. Protoc. 4, 44–57. doi: 10.1038/nprot.2008.211 19131956

[B19] JamersA.LenjouM.DeraedtP.BockstaeleD. V.BlustR.CoenW. D. (2009). Flow cytometric analysis of the cadmium-exposed green alga *Chlamydomonas reinhardtii* (*Chlorophyceae*). Eur. J. Phycol. 44, 541–550. doi: 10.1080/09670260903118214

[B20] JungS.KooK. M.RyuJ.BaekI.KwonS. J.KimJ. B.. (2021). Overexpression of phosphoribosyl pyrophosphate synthase enhances resistance of *Chlamydomonas* to ionizing radiation. Front. Plant Sci. 12, 719846. doi: 10.3389/fpls.2021.719846 34512699PMC8427504

[B21] KimJ. H. (2019). Chromatin remodeling and epigenetic regulation in plant DNA damage repair. Int. J. Mol. Sci. 20, 4093. doi: 10.3390/ijms20174093 31443358PMC6747262

[B22] KimJ. H. (2021). Multifaceted chromatin structure and transcription changes in plant stress response. Int. J. Mol. Sci. 22, 2013. doi: 10.3390/ijms22042013 33670556PMC7922328

[B23] KimJ.-H.BaekM.-H.ChungB. Y.WiS. G.KimJ.-S. (2004). Alterations in the photosynthetic pigments and antioxidant machineries of red pepper (*Capsicum annuum* l.) seedlings from gamma-irradiated seeds. J. Plant Biol. 47, 314–321. doi: 10.1007/BF03030546

[B24] KimJ.-H.ChungB. Y.KimJ.-S.WiS. G. (2005). Effects of *in planta* gamma-irradiation on growth, photosynthesis, and antioxidative capacity of red pepper (*Capsicum annuum* l.) plants. J. Plant Biol. 48, 47–56. doi: 10.1007/BF03030564

[B25] KimJ. H.HwangboK.LeeE.DubeyS. K.ChungM. S.ChungB. Y.. (2021). Application of gamma ray-responsive genes for transcriptome-based phytodosimetry in rice. Plants (Basel) 10, 968. doi: 10.3390/plants10050968 34067996PMC8152246

[B26] KimJ.-H.KimJ. E.LeeM. H.LeeS. W.ChoE. J.ChungB. Y. (2013). Integrated analysis of diverse transcriptomic data from *Arabidopsis* reveals genetic markers that reliably and reproducibly respond to ionizing radiation. Gene 518, 273–279. doi: 10.1016/j.gene.2013.01.027 23376455

[B27] KimR. K.KimM. J.SeongK. M.KaushikN.SuhY.YooK. C.. (2015b). Beneficial effects of low dose radiation in response to the oncogenic KRAS induced cellular transformation. Sci. Rep. 5, 15809. doi: 10.1038/srep15809 26515758PMC4626770

[B28] KimD.LangmeadB.SalzbergS. L. (2015a). HISAT: A fast spliced aligner with low memory requirements. Nat. Methods 12, 357–360. doi: 10.1038/nmeth.3317 25751142PMC4655817

[B29] KimJ.-H.LeeM. H.MoonY. R.KimJ.-S.WiS. G.KimT. H.. (2009). Characterization of metabolic disturbances closely linked to the delayed senescence of *Arabidopsis* leaves after γ irradiation. Environ. Exp. Bot. 67, 363–371. doi: 10.1016/j.envexpbot.2009.07.001

[B30] KimJ.-H.MoonY. R.LeeM. H.KimJ. H.WiS. G.ParkB. J.. (2011). Photosynthetic capacity of *Arabidopsis* plants at the reproductive stage tolerates gamma irradiation. J. Radiat. Res. 52, 441–449. doi: 10.1269/jrr.10157 21785233

[B31] KimJ. H.RyuT. H.LeeS. S.LeeS.ChungB. Y. (2019). Ionizing radiation manifesting DNA damage response in plants: An overview of DNA damage signaling and repair mechanisms in plants. Plant Sci. 278, 44–53. doi: 10.1016/j.plantsci.2018.10.013 30471728

[B32] KliphuisA. M.KlokA. J.MartensD. E.LamersP. P.JanssenM.WijffelsR. H. (2012). Metabolic modeling of *Chlamydomonas reinhardtii*: energy requirements for photoautotrophic growth and maintenance. J. Appl. Phycol. 24, 253–266. doi: 10.1007/s10811-011-9674-3 22427720PMC3289792

[B33] KooK. M.JungS.KimJ. B.KimS. H.KwonS. J.JeongW. J.. (2017a). Effect of ionizing radiation on the DNA damage response in *Chlamydomonas reinhardtii* . Genes Genomics 39, 63–75. doi: 10.1007/s13258-016-0472-9

[B34] KooK. M.JungS.LeeB. S.KimJ. B.JoY. D.ChoiH. I.. (2017b). The mechanism of starch over-accumulation in *Chlamydomonas reinhardtii* high-starch mutants identified by comparative transcriptome analysis. Front. Microbiol. 8, 858. doi: 10.3389/fmicb.2017.00858 28588557PMC5440458

[B35] KumarA.FalcaoV. R.SayreR. T. (2013). Evaluating nuclear transgene expression systems in *Chlamydomonas reinhardtii* . Algal Res. 2, 321–332. doi: 10.1016/j.algal.2013.09.002

[B36] LeeM. H.MoonY. R.ChungB. Y.KimJ.-S.LeeK.-S.ChoJ.-Y.. (2009). Practical use of chemical probes for reactive oxygen species produced in biological systems by γ-irradiation. Radiat. Phys. Chem. 78, 323–327. doi: 10.1016/j.radphyschem.2009.03.001

[B37] LichtenthalerH. K. (1987). Chlorophylls and carotenoids: Pigments of photosynthetic biomembranes. Methods Enzymol. 148, 350–382. doi: 10.1016/0076-6879(87)48036-1

[B38] LiY.HanD.HuG.SommerfeldM.HuQ. (2010). Inhibition of starch synthesis results in overproduction of lipids in *Chlamydomonas reinhardtii* . Biotechnol. Bioeng. 107, 258–268. doi: 10.1002/bit.22807 20506159

[B39] LiS.JiL.ChenC.ZhaoS.SunM.GaoZ.. (2020). Efficient accumulation of high-value bioactive substances by carbon to nitrogen ratio regulation in marine microalgae *Porphyridium purpureum* . Bioresour. Technol. 309, 123362. doi: 10.1016/j.biortech.2020.123362 32305848

[B40] LiuW.SaintD. A. (2002). A new quantitative method of real time reverse transcription polymerase chain reaction assay based on simulation of polymerase chain reaction kinetics. Anal. Biochem. 302, 52–59. doi: 10.1006/abio.2001.5530 11846375

[B41] MaK.DengL.WuH.FanJ. (2022). Towards green biomanufacturing of high-value recombinant proteins using promising cell factory: *Chlamydomonas reinhardtii* chloroplast. Bioresour. Bioprocess. 9, 83. doi: 10.1186/s40643-022-00568-6 PMC1099232838647750

[B42] MerchantS. S.ProchnikS. E.VallonO.HarrisE. H.KarpowiczS. J.WitmanG. B.. (2007). The *Chlamydomonas* genome reveals the evolution of key animal and plant functions. Science 318, 245–250. doi: 10.1126/science.1143609 17932292PMC2875087

[B43] MondalS.GoY. S.LeeS. S.ChungB. Y.KimJ. H. (2016). Characterization of histone modifications associated with DNA damage repair genes upon exposure to gamma rays in *Arabidopsis* seedlings. J. Radiat. Res. 57, 646–654. doi: 10.1093/jrr/rrw077 27534791PMC5137295

[B44] MoonY. R.KimJ.-H.LeeM. H.KimJ.-S.ChungB. Y. (2008). Thermal dissipation of excess light in *Arabidopsis* leaves is inhibited after gamma-irradiation. J. Plant Biol. 51, 52–57. doi: 10.1007/BF03030741

[B45] MoonM.KimC. W.ParkW.-K.YooG.ChoiY.-E.YangJ.-W. (2013). Mixotrophic growth with acetate or volatile fatty acids maximizes growth and lipid production in *Chlamydomonas reinhardtii* . Algal Res. 2, 352–357. doi: 10.1016/j.algal.2013.09.003

[B46] MortensenL. M.GislerodH. R. (2015). The growth of *Chlamydomonas reinhardtii* as influenced by high CO_2_ and low O_2_ in flue gas from a silicomanganese smelter. J. Appl. Phycol. 27, 633–638. doi: 10.1007/s10811-014-0357-8 25866444PMC4387248

[B47] NeupertJ.GallaherS. D.LuY.StrenkertD.SegalN.BarahimipourR.. (2020). An epigenetic gene silencing pathway selectively acting on transgenic DNA in the green alga *Chlamydomonas* . Nat. Commun. 11, 6269. doi: 10.1038/s41467-020-19983-4 33293544PMC7722844

[B48] NiuL.LiaoW. (2016). Hydrogen peroxide signaling in plant development and abiotic responses: Crosstalk with nitric oxide and calcium. Front. Plant Sci. 7, 230. doi: 10.3389/fpls.2016.00230 26973673PMC4777889

[B49] ParkJ. J.WangH.GargouriM.DeshpandeR. R.SkepperJ. N.HolguinF. O.. (2015). The response of *Chlamydomonas reinhardtii* to nitrogen deprivation: a systems biology analysis. Plant J. 81, 611–624. doi: 10.1111/tpj.12747 25515814

[B50] QuanL. J.ZhangB.ShiW. W.LiH. Y. (2008). Hydrogen peroxide in plants: a versatile molecule of the reactive oxygen species network. J. Integr. Plant Biol. 50, 2–18. doi: 10.1111/j.1744-7909.2007.00599.x 18666947

[B51] RasalaB. A.MayfieldS. P. (2015). Photosynthetic biomanufacturing in green algae; production of recombinant proteins for industrial, nutritional, and medical uses. Photosynth. Res. 123, 227–239. doi: 10.1007/s11120-014-9994-7 24659086

[B52] R Core Team (2022). R: A language and environment for statistical computing (Vienna, Austria: R Foundation for Statistical Computing). Available at: https://www.R-project.org/.

[B53] Rstudio Team (2022). RStudio: Integrated development environment for r (PBC, Boston, MA: RStudio, Inc.). Available at: http://www.rstudio.com/.

[B54] RyuT. H.KimJ. K.KimJ. I.KimJ. H. (2018). Transcriptome-based biological dosimetry of gamma radiation in *Arabidopsis* using DNA damage response genes. J. Environ. Radioact. 181, 94–101. doi: 10.1016/j.jenvrad.2017.11.007 29128690

[B55] SassoS.StiborH.MittagM.GrossmanA. R. (2018). From molecular manipulation of domesticated *Chlamydomonas reinhardtii* to survival in nature. Elife 7, e39233. doi: 10.7554/eLife.39233.011 30382941PMC6211829

[B56] SatoN.ToyoshimaM. (2021). Dynamism of metabolic carbon flow of starch and lipids in *Chlamydomonas debaryana* . Front. Plant Sci. 12, 646498. doi: 10.3389/fpls.2021.646498 33868347PMC8047662

[B57] ScrantonM. A.OstrandJ. T.FieldsF. J.MayfieldS. P. (2015). *Chlamydomonas* as a model for biofuels and bio-products production. Plant J. 82, 523–531. doi: 10.1111/tpj.12780 25641390PMC5531182

[B58] SeedC. E.TomkinsJ. L. (2016). Flow cytometric methods for indirect analysis and quantification of gametogenesis in *Chlamydomonas reinhardtii* (*Chlorophyceae*). PloS One 11, e0161453. doi: 10.1371/journal.pone.0161453 27676075PMC5038954

[B59] SinghR. D.SethyS.GhoshS.SrivastavaA. K. (2022). UV And γ-radiation induced molecular changes for rapid lipid accumulation in *Chlorella sorokiniana* . Biomass Bioenerg. 163, 106493. doi: 10.1016/j.biombioe.2022.106493

[B60] SongB. S.KimB. K.YoonY. M.JungK.ParkJ. H.KimJ. K.. (2016). Identification of red pepper powder irradiated with different types of radiation using luminescence methods: A comparative study. Food Chem. 200, 293–300. doi: 10.1016/j.foodchem.2016.01.050 26830591

[B61] TangF. R.LokeW. K.KhooB. C. (2017). Low-dose or low-dose-rate ionizing radiation-induced bioeffects in animal models. J. Radiat. Res. 58, 165–182. doi: 10.1093/jrr/rrw120 28077626PMC5439383

[B62] TranQ. G.ChoK.ParkS. B.KimU.LeeY. J.KimH. S. (2019). Impairment of starch biosynthesis results in elevated oxidative stress and autophagy activity in *Chlamydomonas reinhardtii* . Sci. Rep. 9, 9856. doi: 10.1038/s41598-019-46313-6 31285472PMC6614365

[B63] VanhoudtN.HoremansN.WannijnJ.NautsR.Van HeesM.VandenhoveH. (2014). Primary stress responses in *Arabidopsis thaliana* exposed to gamma radiation. J. Environ. Radioact. 129, 1–6. doi: 10.1016/j.jenvrad.2013.11.011 24333636

[B64] VillanuevaR.ChenZ. J. (2019). ggplot2: Elegant graphics for data analysis (2nd ed.). Measurement: Interdiscip. Res. Perspect. 17, 160–167. doi: 10.1080/15366367.2019.1565254

[B65] VishwakarmaJ.VavilalaS. L. (2019). Evaluating the antibacterial and antibiofilm potential of sulphated polysaccharides extracted from green algae *Chlamydomonas reinhardtii* . J. Appl. .Microbiol. 127, 1004–1017. doi: 10.1111/jam.14364 31260145

[B66] VítováM.BišováK.UmysováD.HlavováM.KawanoS.ZachlederV.. (2011). *Chlamydomonas reinhardtii*: duration of its cell cycle and phases at growth rates affected by light intensity. Planta 233, 75–86. doi: 10.1007/s00425-010-1282-y 20922544

[B67] WaseN.TuB.RasineniG. K.CernyR.GroveR.AdamecJ.. (2019). Remodeling of *Chlamydomonas* metabolism using synthetic inducers results in lipid storage during growth. Plant Physiol. 181, 1029–1049. doi: 10.1104/pp.19.00758 31501300PMC6836844

[B68] XiaoZ.StormsR.TsangA. (2006). A quantitative starch-iodine method for measuring alpha-amylase and glucoamylase activities. Anal. Biochem. 351, 146–148. doi: 10.1016/j.ab.2006.01.036 16500607

[B69] YanN.FanC.ChenY.HuZ. (2016). The potential for microalgae as bioreactors to produce pharmaceuticals. Int. J. Mol. Sci. 17, 962. doi: 10.3390/ijms17060962 27322258PMC4926494

[B70] YangL.ChenJ.QinS.ZengM.JiangY.HuL.. (2018). Growth and lipid accumulation by different nutrients in the microalga *Chlamydomonas reinhardtii* . Biotechnol. Biofuels 11, 40. doi: 10.1186/s13068-018-1041-z 29456627PMC5809890

[B71] ZhangJ.MullerB. S. F.TyreK. N.HershH. L.BaiF.HuY.. (2020). Competitive growth assay of mutagenized *Chlamydomonas reinhardtii* compatible with the international space station veggie plant growth chamber. Front. Plant Sci. 11, 631. doi: 10.3389/fpls.2020.00631 32523594PMC7261848

How the deposited data were processed for this re-analysis (not part of the article)

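RNA-Seq counts were analysed for 5 libraries of C. reinhardtii, namely the mock, XR6, XR50, GR6 and GR50. The authors trimmed the reads with Trimmomatic, mapped them with HISAT2 and counted them on genes with HTSeq-count. The counts are raw, without normalization, and cover 17742 genes of the NCBI v5.5 annotation, along with 5 counters of unassigned reads that were left out of the library totals. Each condition has 1 library, so that no replicate error, no paired analysis and no test against the mock was possible. The libraries held between 18364833 and 20330055 reads on genes. The 10 genes with the most counts took 13.7% of these reads in the mock, 12.1% in XR6, 12.4% in XR50, 12.6% in GR6 and 11.4% in GR50.

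Counts were read with pandas 2.3.3 and numpy 2.4.6 under Python 3.11.15. Normalization factors were computed with the TMM method of edgeR 4.0.16 under R 4.3.3. Fold changes were ratios of CPM to the mock for genes with at least 1 count in both libraries, and a gene was counted as changed above 2-fold (a log2 value of 1). Exact Clopper-Pearson 95% intervals were computed with scipy 1.17.1 from the counts of the irradiated library and the mock. Values at or below 3 counts were treated as a floor. Intervals and floors cover counting error alone.

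Dose and radiation type were tested among the 4 irradiated libraries with an additive design in edgeR (glmQLFit and glmQLFTest, in the default mode of this version), after filterByExpr with the dose groups. This covered 14112 genes and left 1 residual degree of freedom, and the threshold was a Benjamini-Hochberg adjusted p of 0.05. The common biological coefficient of variation was 0.242 and the prior degrees of freedom were infinite, so that the variance of every gene was taken from the trend over all genes. The method was tested on simulated data with 200 changed genes. Among the 14112 genes, 3.5% of 2-fold changes, 89.0% of 4-fold changes and 97.5% of 8-fold changes were recovered, with at most 8 false calls. The counting of fold changes was also tested on simulated data, with Poisson noise. It recovered 100% of 200 genes with a 4-fold change in all irradiated libraries, chosen among genes with a mean of at least 10 counts. In the same test, 59 unchanged genes passed 2-fold in all irradiated libraries. With negative binomial noise and no changed gene, between 107 and 158 genes passed.

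Distances between libraries used log2(CPM + 1) over the 13986 genes with a mean of at least 10 counts. Correlations of changes used the same genes with a prior count of 1. Unchanged libraries were simulated 100 times from the mean of the 5 libraries, with Poisson noise and with negative binomial noise at the dispersion of the additive fit. The 7 genes measured by RT-qPCR were compared with 10000 random lists matched on the decile of mean expression. Adjacent genes were compared with 100000 random draws of as many genes, also matched on the decile of mean count.

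The genes named in the text follow a rule set before the data were examined, as were the alternatives except where stated. The exceptions are 4 genes with a lower count at 50 Gy, CHLRE_12g502600v5, CHLRE_16g673852v5, CHLRE_17g723350v5 and CHLRE_17g740800v5, which were named after their values were seen. The rule took every ORF of Table 1, CrTUBA1, genes with a mean of at least 50 counts that changed in one direction in all 4 irradiated libraries with the largest smallest change, and the genes with the largest dose effects in the direction seen after both radiation types. In the absence of gene names, it allowed at most 2 further IDs that rose and 2 that fell. CrTUBA1 was left out because its ORF is not given in the text. The alternatives were library totals or the size factors of DESeq2 1.42.0 in place of TMM, a prior count of 1, filters at a mean above 5, of at least 10 and of at least 50 counts, at least 1 count in any library, a 4-fold threshold, libraries thinned to the smallest total, the Wald test of DESeq2, each factor fitted alone, a crossed grouping that is neither dose nor type, a pseudocount of 0.1 and the Spearman correlation. TMM factors computed within a radiation type with genes at 0 kept, bias-adjusted quasi-likelihood and offsets for gene length were added after seeing the data. GO and KEGG analyses and sets of genes by keyword were left out because the reference gave 0 gene symbols other than ORF names and no descriptions. Figures were drawn with matplotlib 3.10.9, and p-values over the list of 7 genes were adjusted with statsmodels 0.14.6.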

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

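The test of the scaling on the numbers of changed genes and the tests of reads running on from CrOASTL2 were chosen only after the results were seen.

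The number of genes more than 2-fold above the mock fell by 302 from XR6 to XR50 and rose by 945 from GR6 to GR50, so that the change with dose went in opposite directions after X- and γ-irradiation. With 1 library per condition, this difference between the radiation types was not tested. Fold changes in XR6 followed gene length more than in the other libraries (Spearman correlation across genes 0.354, against 0.164 in XR50, 0.178 in GR6 and 0.190 in GR50). With the length trend of each library removed, XR6 still had 164 more genes above the mock than XR50, which argues against gene length as the whole cause. The drop from XR6 to XR50 was 280 genes with the size factors of DESeq2 and 934 with library totals, and the rise from GR6 to GR50 was 918 and 768, so that the size of the drop depended on the scaling. The directions were opposite under each of these scalings, which argues against the scaling as their cause. A different response to dose after X- and γ-rays stays open and untested, as do differences in exposure time, handling and culture between single libraries.

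In GR50, 523 genes were more than 2-fold above each of the other 4 libraries, among genes with a mean of at least 10 counts and with a prior count of 1. This drew attention because the paper reports genes common to both radiation types, and the next highest number was 49 in GR6. With all libraries thinned to the same total, GR50 had 514 such genes, which argues against depth. Simulated unchanged libraries gave at most 26, which argues against sampling noise and noise of the size estimated by the additive fit. With the length trend removed, 457 were left, which argues against gene length. Of the 523 genes, 125 were higher at 50 Gy and 268 were higher after γ-irradiation at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). XR50 was higher than XR6 in 332 of them (63.5%, against 48.9% of all genes with a mean of at least 10 counts), with a median log2 change of 0.15, while the median change from GR6 to GR50 was 1.64. The selection for high values in GR50 favoured the dose and type effects and the change from GR6 to GR50 beforehand. These effects and that change are therefore not evidence of their own. A stronger response to 50 Gy of γ-rays is a candidate explanation, as is a batch or handling difference of this library, and no second library of GR50 was there to separate them.

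A pair of genes outside Table 1 rose far above the mock, in genes that the paper does not discuss. In GR50, their values were higher than that of any ORF of Table 1, although the interval of CrRAD51, with an upper end of 8.26, overlaps them. CHLRE_16g664301v5 (chromosome 16, 2964108 to 2980709) had 30 counts in the mock and log2-transformed fold changes of 5.73 in XR6, 6.38 in XR50, 5.06 in GR6 and 7.65 (95% interval 7.13 to 8.22) in GR50. CHLRE_17g736400v5 (chromosome 17, 5329964 to 5344219) had 2 counts in the mock, and its lower bounds were 6.19, 6.98, 5.05 and 7.84, or at least 229-fold higher in GR50. Their dose effects were 1.62 (adjusted p = 0.000134) and 1.77 (adjusted p = 0.000299, both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and neither passed an adjusted p of 0.05 with library totals or with dose fitted alone. CHLRE_16g664301v5 starts 160 bp from CrOASTL2. Its log2-transformed fold change exceeded that of CrOASTL2 by at least 2.92 in each of the 4 irradiated libraries, beyond the counting intervals, which argues against a constant share of reads running on from CrOASTL2. A share that rose with irradiation cannot be told apart from induction of the gene itself. The rise in raw counts was between 2.57 and 5.54 times that of CrOASTL2. Per bp of gene span, 16602 bp against 2805 bp of CrOASTL2, the rise was at most 0.935 times that of CrOASTL2. These spans run from start to end and exon lengths were not used, so that the values per bp cannot decide. Reads shared with paralogs and the function of both genes were not tested, and induction by radiation stays open as a hypothesis.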

How the results depend on the processing

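Of the comparisons of summary results with an alternative, 128 stayed within 1.5 times the reported count or within the spread of the reported value. A further 40 moved beyond it, and 0 reversed. Numbers of genes among these results have no sign and could not reverse. Except where a construction is named, the cause was not tested.

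With library totals in place of TMM, 2044 genes were above and 475 below the mock in XR6, 84 common genes were below the mock at 6 Gy and 23 in all 4 irradiated libraries, 73 genes were higher at 50 Gy, and 531 were higher after γ- than after X-irradiation. With a prior count of 1, which by construction keeps genes at 0, common genes below the mock numbered 319 at 6 Gy, 399 at 50 Gy and 149 in all 4 libraries. A mean of at least 10 counts, which tests fewer genes, left 455 genes below the mock in XR6, 426 in XR50 and 573 in GR6, and 48, 104 and 13 common genes below the mock at 6 Gy, at 50 Gy and in all 4 libraries. With a mean above 5 counts, 84 were below at 6 Gy and 150 at 50 Gy. The 4-fold threshold, stricter by construction, gave 125 common genes above and 10 below the mock at 6 Gy, 270 above and 26 below at 50 Gy, and 108 above and 1 below in all 4 libraries. TMM factors within a radiation type with genes at 0 kept, chosen after seeing the data, gave 411 and 500 common genes below the mock at 6 and 50 Gy and 197 in all 4 libraries.

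With each factor fitted alone, 0 genes were higher and 0 lower at 50 Gy (359 at an unadjusted p under 0.05), and 281 were higher and 250 lower after γ-irradiation. The crossed grouping gave 0 genes in either direction, with 174 at an unadjusted p under 0.05. With DESeq2, 94 genes were higher and 1 lower at 50 Gy, and 485 were higher and 324 lower after γ-irradiation. Removing the length trend, also chosen after seeing the data, left 12 genes lower at 50 Gy. The ratio of same-dose to same-type distances was 1.82 with the Spearman correlation. It was above 1 under every distance alternative, from 1.36 with a pseudocount of 0.1 to 1.82.

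Of the comparisons for single genes, 529 kept their side of the threshold or stayed within their counting error. Among them, the fold changes under the filters at a mean above 5 and of at least 10 counts, 50 each, are identical by construction. Not all of the 529 kept their direction, since some small radiation type effects changed sign. That of CrOASTL2 went from -0.11 to 0.02 with type fitted alone. A further 17 dose effects no longer passed an adjusted p of 0.05, and 5 values moved, all 5 with library totals. Of those 17, 11 came from fitting dose alone, 4 from library totals and 2 from DESeq2. Sets of genes by keyword were not run for want of gene descriptions. The depth limits the fold changes of genes near 3 counts, and 1 library per condition limits every value to the cells of that library.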

Differences from the paper's values

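At 6 Gy, 146 common genes were more than 2-fold below the mock after both X- and γ-irradiation, against the paper's 443. At 50 Gy, the number was 240, against the paper's 541. Of the alternatives set before the data were examined, a prior count of 1 brought both numbers within 1.5 times the paper's values, with 319 at 6 Gy and 399 at 50 Gy. Library totals (84 and 213), the size factors of DESeq2 (140 and 232), a mean of at least 10 counts (48 and 104), a mean above 5 counts (84 and 150) and thinning to the smallest library (143 and 248) did not. TMM factors computed within each radiation type with genes at 0 kept, chosen after seeing the values, gave 411 at 6 Gy and 500 at 50 Gy. The same setting gave 694 and 824 common genes above the mock, equal to the paper's 694 and 824, whereas the values reported here are 502 and 648. Under it, the 52 values of Table 1 that could be compared were within 0.00501 of the paper's. The paper's methods name the v6.1 genome for the genes of the GO and KEGG analyses. The counts analysed here are on the v5.5 annotation. With TMM factors within a type and genes at 0 kept, these v5.5 counts gave the paper's numbers above the mock. This argues against the genome version as the cause of the difference there. The numbers below the mock, 411 and 500, stayed under the paper's 443 and 541, for a reason that was not tested.

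The paper states that the changes of the transcriptome were separated by dose and not by radiation type, mainly in DDR genes. For this it cites Table 1 and Supplementary Figure 3, which was not examined here. In the 4 irradiated libraries, the same-dose distance was 1.42 times the same-type distance, and 1412 genes had a radiation type effect against 265 with a dose effect (adjusted p under 0.05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Among the alternatives tried, the ratio was above 1 in each. More genes had a type effect than a dose effect in each fit except the crossed grouping, which tests neither. Of the 7 genes of Figure 3, selected on these libraries, 7 had a dose effect and 0 a type effect in the additive fit. Radiation type went with handling and exposure time and cannot be told apart from them.

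Fig. 3 shows RT-qPCR, another assay. There, CrGSTS2 was higher in XR6 than in GR6 and CrKU had the highest level of the 7 genes in GR50. In the counts, the log2-transformed fold change of CrGSTS2 was 1.22 in XR6 and 1.54 in GR6, and in GR50 it was 4.82 for CrKU and 6.38 for CrRAD51.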

Other observations

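The tests of handling, of the scaling on the dose effects and of the mock as the reference were chosen only after the results were seen.

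The irradiated libraries were closer within a radiation type than within a dose. With the length trend of each library removed, the ratio of same-dose to same-type distances was 1.44, and without the 100 genes with the most counts it was 1.42, which argues against gene length and against a few abundant genes as the whole cause. Simulated unchanged libraries reached a ratio of at most 1.01, which argues against sampling noise. Handling or culture batch that went with radiation type stays open, since 0 libraries had an exposure time that the other type also had, and it cannot be told apart from a difference between X- and γ-rays.

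Dose effects were mostly increases, in 98.1% of the genes with an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This share was at least 94.8% under library totals and DESeq2, which argues against the scaling, and 95.7% with the length trend removed, which argues against gene length. A response that grows with dose is a hypothesis that stays open, as does noise shared by XR50 and GR50 or by XR6 and GR6. A difference of the GR50 library alone stays open as well. Of the 260 genes higher at 50 Gy, 125 were more than 2-fold above each other library in GR50. Against the mock, 258 of the 260 genes passed 2-fold in GR50 and 188 in XR50.

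In all 4 irradiated libraries, 330 genes were more than 2-fold above the mock. Simulated unchanged libraries gave at most 158, which argues against noise of the size estimated by the additive fit. Taking each library in turn as the reference, with a prior count of 1 and a mean of at least 10 counts, the other 4 libraries were more than 2-fold above the mock in 268 genes and above any irradiated library in at most 114 genes, which argues against noise of a single reference library as the whole cause. Handling that all irradiated cells shared and the mock lacked was not tested, and a response to both types of radiation stays open.

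Of the 330 genes, 57 formed 31 pairs of neighbours on a chromosome, where random draws of as many genes gave a mean of 6.35 pairs and at most 19 (one-sided permutation test, p = 1e-05, the smallest that 100000 draws can give). None of the 31 pairs had overlapping spans, which argues against overlap as the cause. The median gap was 134 bp. Only 1 pair was more than 1000 bp apart, where random draws gave a mean of 0.773 (one-sided permutation test, p = 0.537), too few to show an excess. Reads running on between close neighbours therefore cannot be told apart from joint regulation of close genes, and the strand of the genes was not used here.

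Common genes below the mock were mostly genes with low counts. At 50 Gy, unchanged libraries with negative binomial noise gave a mean of 226 such genes, with a range of 195 to 262, and the observed 240 could come from noise of this size. At 6 Gy, the same noise gave a mean of 229 and at least 192, more than the observed 146, for a reason that was not tested. The dispersion of this noise includes any interaction of dose and radiation type, so that it may overstate the noise between libraries. Poisson noise gave at most 120 such genes at 6 Gy and 116 at 50 Gy. How far noise explains the genes at 6 Gy therefore stays open, and the result at 50 Gy rests on the same estimate of the noise. Single genes with a fall may still be among them. CHLRE_13g572312v5 (chromosome 13, 1462588 to 1465873), with 118 counts in the mock, had log2-transformed fold changes of -2.43 in XR6, -1.57 in XR50, -1.76 in GR6 and -1.65 in GR50, and each 95% interval was below -1.

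CHLRE_16g673850v5 (chromosome 16, 6381945 to 6387315) had 56 counts in the mock, 17 in XR6, 62 in GR6 and 0 in XR50 and GR50. It was at least 20.1-fold lower in XR50 and at least 20.8-fold lower in GR50 than in the mock. No explanation was tested for this gene.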
